# MTCH2-mediated mitochondrial fusion drives exit from naïve pluripotency in embryonic stem cells

**DOI:** 10.1038/s41467-018-07519-w

**Published:** 2018-12-03

**Authors:** Amir Bahat, Andres Goldman, Yehudit Zaltsman, Dilshad H. Khan, Coral Halperin, Emmanuel Amzallag, Vladislav Krupalnik, Michael Mullokandov, Alon Silberman, Ayelet Erez, Aaron D. Schimmer, Jacob H. Hanna, Atan Gross

## Abstract

The role of mitochondria dynamics and its molecular regulators remains largely unknown during naïve-to-primed pluripotent cell interconversion. Here we report that mitochondrial MTCH2 is a regulator of mitochondrial fusion, essential for the naïve-to-primed interconversion of murine embryonic stem cells (ESCs). During this interconversion, wild-type ESCs elongate their mitochondria and slightly alter their glutamine utilization. In contrast, *MTCH2*^*−/−*^ ESCs fail to elongate their mitochondria and to alter their metabolism, maintaining high levels of histone acetylation and expression of naïve pluripotency markers. Importantly, enforced mitochondria elongation by the pro-fusion protein Mitofusin (MFN) 2 or by a dominant negative form of the pro-fission protein dynamin-related protein (DRP) 1 is sufficient to drive the exit from naïve pluripotency of both *MTCH2*^*−/−*^ and wild-type ESCs. Taken together, our data indicate that mitochondria elongation, governed by MTCH2, plays a critical role and constitutes an early driving force in the naïve-to-primed pluripotency interconversion of murine ESCs.

## Abstract (web summary)

Reprogramming of mitochondria metabolism occurs during naïve to primed pluripotency differentiation in mouse embryonic stem cells (ESCs). Here the authors show that mitochondrial MTCH2 regulates mitochondrial fusion and that this fusion is required for naïve to primed pluripotency conversion

## Introduction

Pluripotency pertains to the potential to differentiate into all three embryonic germ layers^1^. In vitro naïve pluripotency refers to embryonic stem cells (ESCs) derived from the inner cell mass of pre-implantation mouse blastocysts at E3.5, whereas in vitro primed pluripotency is represented by epiblast stem cells (EpiSCs) commonly derived from the late epiblast layer of post-implantation mouse embryos at E5.5–E6.5. These two cell types differ in their morphology, cytokine dependence, gene expression and epigenetic and metabolic profiles^2,3^.

Reprogramming of mitochondria metabolism plays a critical role in the naïve-to-primed interconversion^4–12^. Importantly, this interconversion is accompanied by the elongation of the mitochondria and a pronounced metabolic switch to a highly glycolytic state with a low mitochondrial respiratory capacity^11^, suggesting a role for mitochondria that is distinct from energy production. Mitochondria dynamics, which represents a central mechanism for cell identity and fate decisions^13–17^, could potentially contribute to mitochondria enlargement and naïve-to-primed interconversion of ESCs. The critical cellular roles of mitochondrial dynamics during the early stages of embryogenesis are underscored by the observation that loss of mitochondria fusion results in embryonic lethality in midgestation^18,19^.

Mitochondrial carrier homolog 2 (MTCH2) is a regulator of mitochondrial apoptosis and metabolism that plays a critical role in controlling the quiescence/cycling of hematopoietic stem cells (HSCs)^20–22^. We previously demonstrated that loss of MTCH2 results in embryonic lethality that is completed by E7.5^20^. Intriguingly, loss of MTCH2 also results in changes in mitochondria morphology^21–23^, suggesting that MTCH2 may play a role in regulating mitochondrial dynamics during embryogenesis. Here we show that mitochondria elongation, governed by MTCH2, plays a critical role and constitutes an early driving force in the naïve-to-primed pluripotency interconversion of murine ESCs.

## Results

### MTCH2 is a regulator of mitochondrial fusion

Our initial studies of the potential role of MTCH2 in mitochondrial dynamics were performed in mouse embryonic fibroblasts (MEFs), in which changes in mitochondria morphology are readily visualized. These studies demonstrated that knocking out MTCH2 in MEFs using Cre recombinase in vitro results in a less-elongated/round mitochondria morphology (Fig. 1a, top left and right panels, respectively), which was quantified by morphological classification (bottom left panel), aspect ratio calculation (bottom right panel), and sphericity (three-dimensional (3D) structural analysis of mitochondria using computerized segmentation; Fig. 1b). Importantly, the less-elongated/fragmented mitochondria morphology in the *MTCH2*^*−/−*^ cells was rescued by the expression of MTCH2-GFP (Fig. 1c; 84.6% rescue of cells with elongated mitochondrial network as compared to *MTCH2*^*F/F*^). Next, we performed a mitochondria fusion assay using a photoactivatable GFP protein targeted to the mitochondria matrix^24^, and found that *MTCH2*^*−/−*^ mitochondria exhibit a lower fusion rate (slower spreading of the GFP; Fig. 1d). To confirm that increased mitochondrial fragmentation is indeed caused by a decrease in mitochondrial fusion, we expressed MFN2, a critical regulator of mitochondria fusion, in *MTCH2*^*−/−*^ MEFs. Similar to the case of re-expression of MTCH2, MFN2-Myc decreased the mitochondria fragmentation (Fig. 1e; 86.1% rescue of cells with elongated mitochondrial network as compared to *MTCH2*^*F/F*^). Importantly, loss of MFN2, which results in complete fragmentation of mitochondria^18^, was largely rescued by the expression of MTCH2-GFP (Fig. 1f), a finding that is consistent with the idea that MTCH2 is an important regulator of mitochondria fusion.

**Fig. 1:**
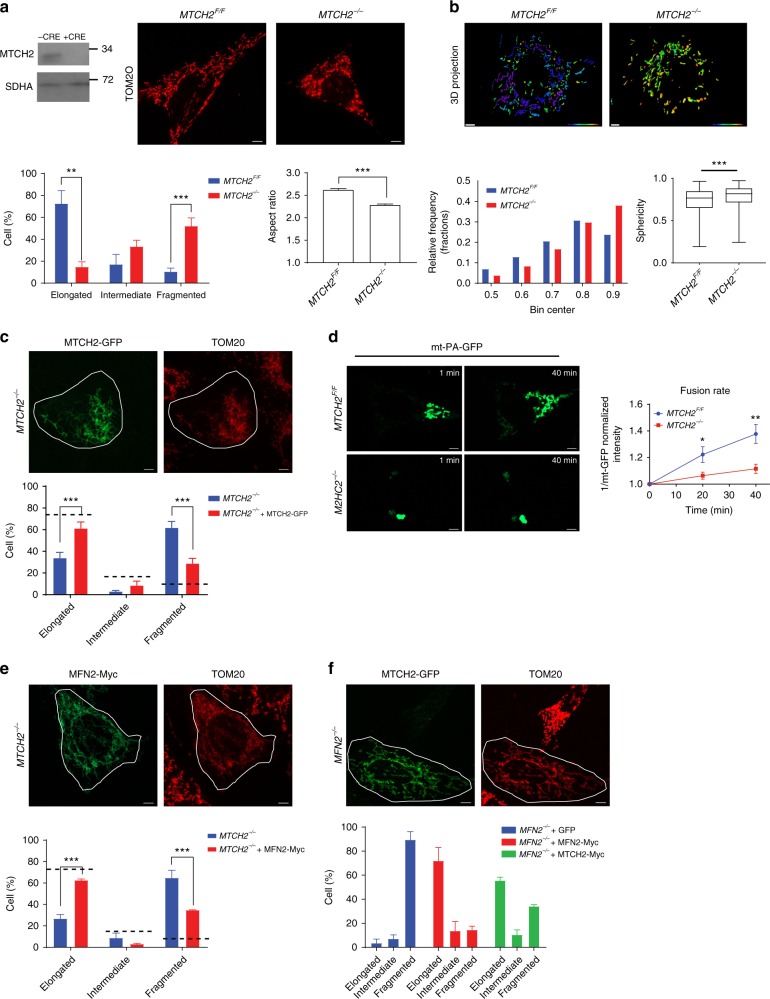
MTCH2 is a regulator of mitochondrial fusion. **a** MTCH2 deletion results in mitochondria fragmentation. Top left panel: MTCH2 immunoblot of *MTCH2*^*F/F*^ MEFs ± Cre recombinase in vitro. Succinate dehydrogenase A (SDHA) serves as loading control. Top right panels: representative immunofluorescence (IF) pictures of MEFs stained with anti-TOM20 antibody. Scale bar, 5 μm. Bottom left panel: quantification of cells according to their mitochondria network morphology (*n* > 100 cells scored; *n* = 3). Bottom right panel: aspect ratio calculation of mitochondria (*n* > 60 cells; *n* = 3). **b** MTCH2 deletion results in increased mitochondrial sphericity. Top panels: 3D reconstruction of MEFs mitochondria. Scale bar, 10 μm. Sphericity heat map, 0.404–0.972. Bottom left panel: histogram distribution of mitochondria sphericity. Bottom right panel: Box and whiskers plot of mitochondria sphericity. Results are presented as minimum, lower quartile, median, upper quartile, and maximum values (*n* > 40 cells). **c** MTCH2-GFP rescues *MTCH2*^*−/−*^ MEFs fragmented mitochondria morphology. Top panels: Representative IF pictures of *MTCH2*^*−/−*^ MEFs transfected with MTCH2-GFP and stained with anti-TOM20 antibody. Scale bar, 5 μm. Bottom panel: quantification of cells according to their mitochondrial network morphology. Dashed lines represent average mitochondrial network morphology of *MTCH2*^*F/F*^ MEFs (*n* > 100 cells scored; *n* = 3). **d** *MTCH2*^*−/−*^ mitochondria display lower fusion rate. Left and middle panels: live imaging pictures of MEFs 1 and 40 min after photoactivation, respectively. Right panel: quantification of mitochondrial fusion rate as 1/mt-GFP fluorescence intensity within the initially photoactivated region throughout time (30 cells were analyzed per group). Scale bar, 5  μm. **e** MFN2-Myc rescues the *MTCH2*^*−/−*^ fragmented mitochondrial morphology. Representative IF pictures of MEFs transfected with MFN2-Myc (green) and stained with anti-TOM20 antibody (red). Scale bar, 5 μm. Bottom panel: quantification of cells according to their mitochondrial network morphology (*n* > 60 cells scored; *n* = 3). **f** MTCH2-GFP can partially rescue the *MFN2*^*−/−*^*-*fragmented mitochondrial morphology. Representative IF pictures of MEFs transfected with MTCH2-GFP, and stained with anti-TOM20 antibody. Scale bar, 5 μm. Bottom panel: quantification of cells according to their mitochondrial network morphology (*n* > 100 cells scored; *n* = 3). Results in all graphs except for the ones in (**b**) are presented as mean ± SEM (*p < 0.05; **p < 0.01; and ***p < 0.001)

### MTCH2 loss in ESCs results in mitochondrial fragmentation

Since MTCH2 knockout results in embryonic lethality by E7.5^20^, we next asked whether this lethality is possibly due to a mitochondrial defect already present at E3.5, which could be studied in ESCs. We initially crossed *MTCH2*^*+/−*^ mice and found that blastocysts grown in 2i (MEKi and GSK3i)/LIF (2i/L) yielded *MTCH2*^*−/−*^ ESCs at a ratio lower than expected (Fig. 2a). Also, knockout of MTCH2 in *MTCH2*^*F/F*^ naïve ESCs using Cre recombinase in vitro led to slower cell growth (Fig. 2b) with no effect on the basal levels of apoptosis (Supplementary Fig. 1a). Furthermore, *MTCH2*^*−/−*^ ESCs preserved their naïve pluripotency, as evident from normal transcription levels of naïve core pluripotency markers (Supplementary Fig. 1b). We also tested the growth and differentiation capacity of these cells by assessing their ability to generate teratomas in vivo. Indeed, while the tumors obtained from the *MTCH2*^*−/−*^ ESCs were smaller in size (Fig. 2c), they were able to differentiate properly to all three germ layers (Supplementary Fig. 1C). These findings indicate that MTCH2 deletion in ESCs does not compromise naïve pluripotency.

**Fig. 2:**
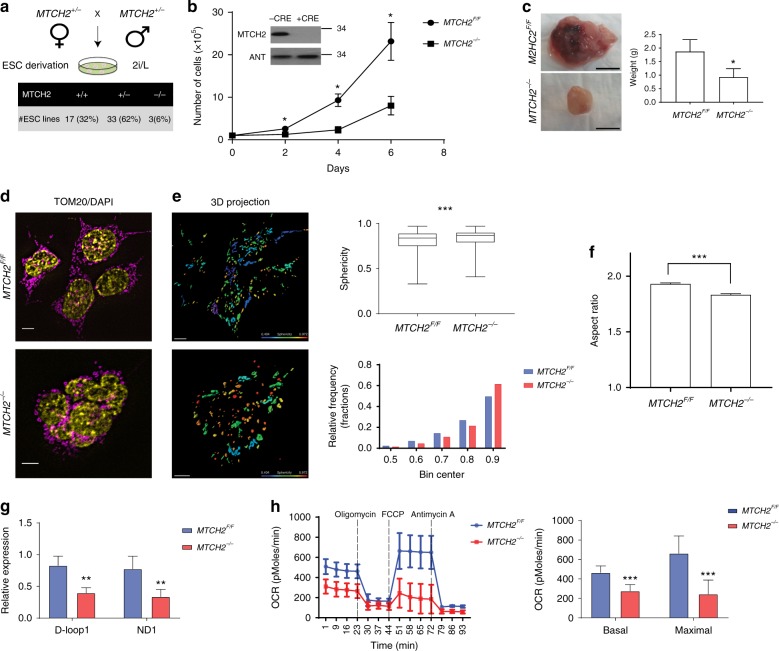
MTCH2 loss in ESCs results in mitochondrial fragmentation. **a** Blastocysts grown in 2i/L yielded *MTCH2*^*−/−*^ ESCs at a ratio that is lower than the expected. Percentages of ESCs derivation efficiency after mating of MTCH2 heterozygous mice are presented. **b** Loss of MTCH2 in naïve ESCs results in slower cell growth. *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ ESCs growth curve. Results are presented as mean ± SD (*p < 0.05; *n* = 4). Inset: Immunoblot results of MTCH2 using anti-MTCH2 Abs of *MTCH2*^*F/F*^ ESCs either left untreated (−CRE) or treated with Cre recombinant in vitro (+CRE). Mitochondrial adenine nucleotide translocator (ANT) serves as a loading control. **c** Teratomas obtained from the *MTCH2*^*−/−*^ ESCs in vivo are smaller in size. Representative images are shown (scale bar, 1 cm). Results are presented as mean ± SEM (*p < 0.05; *n* = 4). Scale bar, 1 cm. **d** Loss of MTCH2 results in a less-elongated/round mitochondria morphology. Representative IF images (magenta, anti-TOM20 Abs; yellow, DAPI; Scale bar, 5 μM). **e** Loss of MTCH2 results in a hyper-spherical mitochondria morphology. Left panels: 3D mitochondria reconstruction of *MTCH2*^*F/F*^ (upper panel) and *MTCH2*^*−/−*^ (bottom panel) ESCs. Scale bar, 5 μM; Sphericity heat map, 0.404–0.972. Top right panel: Box and whiskers plot showing sphericity analysis of 3D reconstructed mitochondria. Results are presented as minimum, lower quartile, median, upper quartile, and maximum values (***p < 0.001; *n* > 60 cells were scored in three independent experiments)). Bottom right panel: Histogram representation of frequency distribution of the sphericity values of mitochondria. **f** Loss of MTCH2 resulted in a hyper-fragmented mitochondria morphology. Aspect ratio calculations of *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ mitochondria are presented. Results are presented as mean ± SEM (***p < 0.001; *n* > 60 cells were scored in three independent experiments). **g** Loss of MTCH2 in ESCs results in a decrease in mtDNA copy number. qPCR results of *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ ESCs mtDNA copy number are presented. Results are presented as mean ± SD (**p < 0.01; *n* = 3). **h** Loss of MTCH2 in ESCs results in a decrease in mitochondrial respiration. *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ ESCs were analyzed with the XF24 seahorse analyzer (left panel). Basal and maximal OCR/respiration are presented (right panel). Results are presented as mean ± SD (***p < 0.001; *n* = 3)

Next, we analyzed the morphology of mitochondria and found, similar to our findings in MEFs, that loss of MTCH2 results in a less-elongated/round mitochondria morphology (Fig. 2d), which was quantified by sphericity (Fig. 2e) and by aspect ratio (Fig. 2f). We also performed a mitochondria fusion assay, using ESCs prepared from genetically engineered mice with photo-activatable/convertible mitochondria (PhAM; green-to-red)^25^ crossed to *MTCH2*^*F/F*^ mice, and confirmed that *MTCH2*^*−/−*^ mitochondria exhibit a lower fusion rate (slower decrease in red fluorescence protein (RFP) intensity; Supplementary Fig. 2A).

In an attempt to obtain insights into the molecular basis of the observed mitochondrial morphology changes in *MTCH2*^*−/−*^ ESCs, we monitored the expression levels of the major mitochondria dynamics regulators in *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ naïve ESCs. Western blot analysis of whole-cell lysates and of mitochondria/cytosol fractions indicated that there is no significant differences in the expression levels of most of these proteins between the *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ cells (Supplementary Fig. 2B, C). Notably, there was a decrease in MFN1 and OPA1 levels in all three *MTCH2*^*−/−*^ clones, but this decrease was accompanied by a decrease in TOM20 levels, which may indicate a reduction in mitochondria mass.

Notably, previous studies have shown that defects in mitochondria fusion lead to hyper-fragmentation of mitochondria, which, in turn, results in destabilization of mitochondrial DNA (mtDNA) and a decrease in mitochondrial function^26^. Indeed, we found that loss of MTCH2 in ESCs leads to a reduction in both mtDNA copy number (Fig. 2g) and mitochondria respiration (Fig. 2h). The above results are consistent with the idea that MTCH2 deletion in ESCs results in mitochondria hyper-fragmentation and decreased mitochondrial function, which lead to slower growth of ESCs and to a decrease in E3.5 derivation efficiency.

We previously reported that mitochondria respiration/function increases upon MTCH2 deletion in HSCs and skeletal muscle cells^21,22^. We hypothesize that loss of MTCH2 in these cells initially results in a decrease in mitochondria respiration/function (as seen in ESCs), and the increase observed is a compensatory mechanism to correct for the defect and keep the cells alive. In the case of ESCs, we hypothesize that increasing mitochondria respiration/function may not be sufficient to enable normal embryonic development, and thus the mitochondrial defect is not corrected and the embryos eventually die at E7.5.

### MTCH2 loss delays exit from naïve pluripotency

The mitochondria of wild-type primed EpiSCs shift towards a more elongated state than those of naïve ESCs^11^, suggesting that mitochondria fusion/elongation may play a role in the naïve-to-primed transition. Recent studies have demonstrated that in vitro priming for a period of 2 days of ground-state pluripotent ESCs (using Activin A/fibroblast growth factor 2 (FGF2); AF) generates pre-gastrulation epiblast-like cells (EpiLCs) that most closely resemble the in vivo counterpart E5.75 epiblasts^2^. Thus, to test our hypothesis that mitochondria fusion/elongation via MTCH2 is important for the naïve-to-primed interconversion, we utilized the ESCs-to-EpiLCs system. We monitored the morphology of mitochondria during the interconversion from ESCs to EpiLCs and found that the mitochondria of primed *MTCH2*^*F/F*^ cells were more elongated and also showed a steeper aspect-ratio increase as compared to the mitochondria of *MTCH2*^*−/−*^ cells (Fig. 3a).

**Fig. 3:**
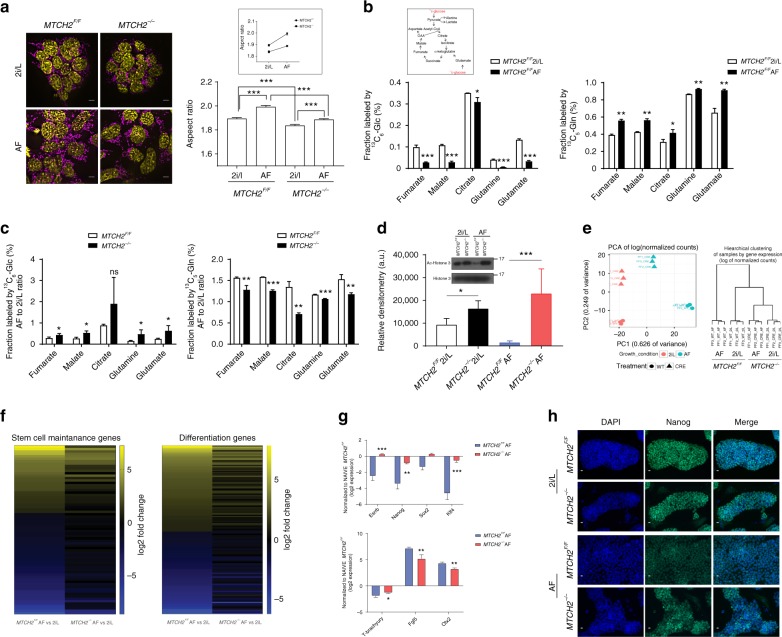
**MTCH2 loss delays exit from naïve pluripotency.** **a** *MTCH2*^*−/−*^ cells fail to adequately elongate mitochondria following priming. Left panels: Representative IF images (magenta, anti-TOM20 Abs; yellow, DAPI; Scale bar, 5 mM) of *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ cells. Right panel: Aspect ratio calculations of *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ cells mitochondria. Results are presented as mean ± SEM (***p<0.001; Anova statistical assay; n>60 cells were scored; n=3). Inset: Steeper elongation of *MTCH2*^*F/F*^ mitochondria after priming. **b** *MTCH2*^*F/F*^ EpiLCs preferentially increase glutamine utilization. Mass isotope tracing (Inset: schematic representation of TCA cycle) of *MTCH2*^*F/F*^ ESCs and EpiLCs. Labeled fractions for each metabolite derived from either ^13^C6-glucose (^13^C-glc; M+2 is shown; left panel) or from ^13^C5-glutamine (^13^C-gln; M+4 or M+5 are shown; right panel) are plotted, after 6 hours incubation. Percentages were calculated using Metran software. Results are presented as mean ± SD (*p<0.05; **p<0.01, ***p<0.001; n=3). **c** *MTCH2*^*−/−*^ cells fail to preferentially increase glutamine utilization following priming. Labeling and percentages were calculated as described in (B). Results are presented as mean ± SD (*p≤0.05; **p<0.01, ***p<0.001; n=3). **d** *MTCH2*^*−/−*^ EpiLCs maintain high levels of acetylated histone 3. Inset: A representative Western blot is presented. Bottom panel: densitometry quantification of three separate Western blots. Results are presented as mean ± SD (*p<0.05; ***p<0.001; n=3). **e** *MTCH2*^*−/−*^ ESCs and EpiLCs clustering similarities. Principal component analysis (PCA; left panel) and hierarchical clustering (right panel) of *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ cells based on differentially expressed genes (n=3). **f** *MTCH2*^*−/−*^ cells show mild changes in gene expression following priming. Heat map showing the ratio of *MTCH2*^*F/F*^ (left column) and of *MTCH2*^*−/−*^ (right column) EpiLCs (AF) to ESCs (2i/L) RNA levels of stem cell maintenance genes (left panel) and stem cell differentiation genes (right panel) as obtained by RNA-seq (n=3). **g** *MTCH2*^*−/−*^ EpiLCs fail to reduce the expression of naïve pluripotency genes. RNA levels of naïve pluripotency genes (top panel) and developmental genes (bottom panel) following priming. Results are presented as mean ± SD (*p<0.05; **p<0.01; ***p<0.001; n=3). **h** *MTCH2*^*−/−*^ EpiLCs maintain high expression levels of Nanog. Representative IF images of *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ cells (n=3). (Scale bar, 10 μM)

Since mitochondria dynamics represents a central mechanism for metabolic regulation^16,19^, we also assessed whether metabolic changes accompany the naïve-to-primed interconversion. We measured the changes in metabolites’ carbon labeling following 6 h of incubation with uniformly labeled ^13^C substrates (as it was shown that isotopic equilibrium is reached by this time point in mouse ESCs^4^). Using gas-chromatography mass-spectrometry, we found that in *MTCH2*^*F/F*^ EpiLCs there is a 10% decrease in relative glucose utilization and a corresponding increase in relative glutamine utilization for replenishing TCA-cycle metabolites (Fig. 3b, left and right panels, respectively). Notably, the labeling of citrate from glucose or directly from pyruvate only marginally changed after priming (Fig. 3b, left panel, and Supplementary Fig. 3A, respectively). Importantly, we found that the increase in relative glutamine utilization following priming of the *MTCH2*^*F/F*^ cells is more pronounced than in the *MTCH2*^*−/−*^ cells (Fig. 3c and Supplementary Fig. 3B), suggesting that MTCH2 plays a role in regulating this metabolic shift during the naïve-to-primed transition.

A previous study demonstrated that modulating the levels of acetyl-CoA and histone acetylation during the early differentiation of PSCs is essential for differentiation, pointing out that blocking histone deacetylation delays the exit from pluripotency^7^. To determine whether the inability of *MTCH2*^*−/−*^ EpiLCs to properly alter their metabolism during priming correlates with histone acetylation levels, we assessed the changes in the levels of acetylated histone 3 (H3) by Western blot analysis. Interestingly, *MTCH2*^*F/F*^ EpiLCs show robust H3 deacetylation while *MTCH2*^*−/−*^ EpiLCs maintain high levels of H3 acetylation, comparable with the H3 acetylation levels seen in the naïve state (Fig. 3d). These results are consistent with the idea that MTCH2, via regulation of mitochondria morphology/metabolism, regulates epigenetic mechanisms. In an attempt to find a causal link between the metabolic results described above and the epigenetic results, we measured Acetyl-CoA (Ac-CoA) levels in whole-cell lysates but did not find any differences between the *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ naïve and primed cells (Supplementary Fig. 3C).

To assess whether the mitochondrial morphology/metabolism and epigenetic alterations in the *MTCH2*^*−/−*^ EpiLCs also delay the exit from naïve pluripotency, we performed a genome-wide transcriptomic analysis with RNA-Seq. The analysis was performed on four groups of cells: *MTCH2*^*F/F*^ cells grown in either 2i/L (ESCs) or in AF (EpiLCs) conditions, and *MTCH2*^*−/−*^ cells grown in either 2i/L (ESCs) or in AF (EpiLCs) conditions. 

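*Mtch2*, which encodes a carrier-like protein of the outer mitochondrial membrane, was close to absent from *MTCH2*-/- cells in both media. In ESCs its TMM-normalized counts, scaled to a common library total (CPM), were 1.86 ± 0.305 (mean ± SD, n = 3 libraries) in *MTCH2*-/- cells and 177 ± 5.41 (n = 3) in *MTCH2* F/F cells, so that 1.05% of the *MTCH2* F/F level remained. In EpiLCs they were 1.88 ± 0.334 (n = 3) and 122 ± 0.572 (n = 3), so that 1.53% remained. The log2 fold changes were −6.55 in ESCs (SE 0.102, adjusted p = 3.89e-16) and −6.01 in EpiLCs (SE 0.102, adjusted p = 1.56e-15), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each medium, every *MTCH2*-/- library lay below every *MTCH2* F/F library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Priming of *MTCH2* F/F cells lowered *Mtch2* itself, which fell by 0.53 on the log2 scale (adjusted p = 4.67e-06). The paralog *Mtch1*, whose protein is also found in the outer mitochondrial membrane, had a log2 fold change of 0.08 in *MTCH2*-/- ESCs against *MTCH2* F/F ESCs (adjusted p = 0.256) and rose by 0.31 in EpiLCs (adjusted p = 1.14e-04). *Mtch2* (ENSMUSG00000027282) lies on chromosome 2 of GRCm38 from 90847155 to 90866810 and *Mtch1* on chromosome 17 from 29332072 to 29347934. The *MTCH2*-/- cells were *MTCH2* F/F ESCs treated with recombinant TAT-Cre, a form of the recombinase that enters cells, and untreated *MTCH2* F/F cells served as their controls. Deletion of the gene and exposure to Cre are therefore confounded in these libraries. EpiLCs had been primed with Activin A and FGF2 for 2 days. Priming also withdrew the LIF and the inhibitors of MEK and GSK3 that the 2i/L medium of the ESCs holds. Poly-A RNA was sequenced from single ends, and the authors mapped the reads to GRCm38 with TopHat and counted them per gene with HTSeq. The 12 libraries held 17453328 to 24068523 counts each, with group medians of 20813738 in *MTCH2* F/F ESCs, 18353368 in *MTCH2* F/F EpiLCs, 21481390 in *MTCH2*-/- ESCs and 20235463 in *MTCH2*-/- EpiLCs. From these counts, the 4 groups were fitted together in edgeR over the 17369 genes, of 46477, that passed its filter on low counts. DE genes are those at an adjusted p under 0.05 that changed at least 2-fold. The 26 gene lists used below were written before the data were examined. Each list is given with its members at an adjusted p under 0.05 and with limma's camera test, which asks whether its genes moved more to one side than the other genes did, at a preset correlation of 0.01 between genes.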

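More genes were higher than lower in *MTCH2*-/- cells, in the naïve state as well as after priming. In *MTCH2*-/- ESCs 1574 genes were higher and 334 lower than in *MTCH2* F/F ESCs by edgeR's test, and in *MTCH2*-/- EpiLCs 2426 were higher and 1221 lower than in *MTCH2* F/F EpiLCs. With no fold minimum the numbers lay closer, at 4049 higher and 3549 lower in ESCs and 5618 higher and 5241 lower in EpiLCs. Most DE genes had low levels, with a median mean CPM of 2.34 for genes higher and 1.40 for genes lower in ESCs. In EpiLCs the medians were 2.94 and 3.34, against 17.2 for all genes tested. A stricter filter on low counts left 589 higher and 80 lower in ESCs, and 1056 and 484 in EpiLCs. *Gpnmb*, a transmembrane glycoprotein of lysosomes and melanosomes, rose the most of the named genes in ESCs, from 16.5 ± 1.98 CPM (mean ± SD, n = 3) in *MTCH2* F/F to 848 ± 272 (n = 3) in *MTCH2*-/- cells (log2 fold change 5.69, SE 0.283, adjusted p = 3.21e-07). *Bhlhe41*, a repressor of the circadian clock, rose from 1.92 ± 0.242 to 56.1 ± 11.2 CPM (n = 3 each; log2 fold change 4.86). Among the genes that fell in *MTCH2*-/- ESCs was *mt-Co1*, a subunit of complex IV encoded by mitochondrial DNA, at 6907 ± 337 CPM in *MTCH2* F/F and 1821 ± 145 CPM in *MTCH2*-/- cells (n = 3 each). In EpiLCs the GTPase *Mras* stood at 29.4 ± 4.68 CPM in *MTCH2*-/- cells against 0.806 ± 0.107 CPM in *MTCH2* F/F cells (n = 3 each; log2 fold change 5.18, SE 0.179, adjusted p = 1.07e-11). *Igfbp5*, a binding protein of insulin-like growth factors, stood at 2.88 ± 0.561 CPM against 65.3 ± 8.62 CPM (n = 3 each; log2 fold change −4.50, SE 0.142, adjusted p = 3.30e-12). On GRCm38 *Gpnmb* lies on chromosome 6 from 49036546 to 49070929, *Bhlhe41* on chromosome 6 from 145858243 to 145865558, *Mras* on chromosome 9 from 99385420 to 99437381 and *Igfbp5* on chromosome 1 from 72857932 to 72874884.

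Most naïve genes were higher and most formative and primed genes lower in *MTCH2*-/- than in *MTCH2* F/F EpiLCs. Most genes of general pluripotency were lower in *MTCH2*-/- ESCs, each by less than 2-fold, with a list median of −0.29 on the log2 scale. Of 22 naïve pluripotency genes measured, 19 were higher and 3 lower in *MTCH2*-/- than in *MTCH2* F/F EpiLCs (19 and 3 when adjusted over the list alone), and all passed the test. The camera test gave an adjusted p of 1.34e-06, and an adjusted p = 0.388 with an estimated correlation. In ESCs 8 of them were lower and 14 did not pass (8 lower when adjusted over the list alone, camera adjusted p = 0.0206, and adjusted p = 0.605 with an estimated correlation). The median log2 fold change of the naïve genes in ESCs was −0.27, and 2 of them were lower by at least 2-fold. In ESCs 12 were lower and 1 higher without replicate 3 of the *MTCH2* F/F EpiLCs. The paper, by qPCR, reports normal transcript levels of core naïve markers in *MTCH2*-/- ESCs. In the authors' deposited DESeq2 comparison of the ESCs, *Nanog* was at −0.47 (adjusted p = 3.53e-06) and *Klf4* at −0.30 (adjusted p = 0.0225). *Esrrb* was at −0.02 there (adjusted p = 0.935). Of 25 formative and primed genes, 18 were lower and 5 higher in *MTCH2*-/- EpiLCs (18 and 6 when adjusted over the list alone; camera adjusted p = 5.63e-04, and adjusted p = 0.274 with an estimated correlation). In ESCs 6 of these were higher and 2 lower (4 and 2 when adjusted over the list alone; camera adjusted p = 0.267). Of 14 genes of general pluripotency, 9 were lower in *MTCH2*-/- ESCs (10 when adjusted over the list alone; camera adjusted p = 0.00227, and adjusted p = 0.274 with an estimated correlation). In EpiLCs 7 of these were lower and 2 higher (7 and 2 when adjusted over the list alone; camera adjusted p = 0.282). Among lists for other cell types, those of germ layer differentiation, the primitive endoderm, the 2-cell-like state and germline genes passed the camera test in both media. Of 39 germ layer genes, 14 were higher and 4 lower in *MTCH2*-/- ESCs (15 and 4 when adjusted over the list alone; camera adjusted p = 0.00548, and adjusted p = 0.209 with an estimated correlation). In EpiLCs 23 were higher and 6 lower (23 and 6 when adjusted over the list alone; camera adjusted p = 0.0221, and adjusted p = 0.374 with an estimated correlation). Of 15 primitive endoderm markers, 8 were higher and 1 lower in *MTCH2*-/- ESCs (8 and 1 when adjusted over the list alone), among them the basement membrane collagen *Col4a1*, at 37.7 ± 3.97 CPM against 9.55 ± 0.849 CPM (n = 3 each). The camera adjusted p was 0.0196, and the adjusted p = 0.209 with an estimated correlation. In EpiLCs 12 were higher and 2 lower (12 and 2 when adjusted over the list alone; camera adjusted p = 0.00702, and adjusted p = 0.274 with an estimated correlation), among them the endoderm transcription factor *Sox7*, at 14.4 ± 0.671 CPM against 0.922 ± 0.218 CPM (n = 3 each). Of 13 trophoblast markers, 5 were higher and 2 lower in *MTCH2*-/- ESCs (5 and 2 when adjusted over the list alone; camera adjusted p = 0.172), and the keratin *Krt8* rose from 9.77 ± 1.36 to 47.6 ± 4.93 CPM (n = 3 each). In EpiLCs 7 were higher and 1 lower (7 and 1 when adjusted over the list alone; camera adjusted p = 0.229). Of 22 markers of fibroblasts, which serve as feeders of ESCs, 12 were higher and 2 lower in *MTCH2*-/- ESCs (12 and 3 when adjusted over the list alone; camera adjusted p = 0.0559, and adjusted p = 0.553 with an estimated correlation). *Col1a1*, an abundant collagen of fibroblasts, stood at 11.1 ± 3.07 CPM against 6.53 ± 0.912 CPM (n = 3 each). This list passed the camera test with the replicate number as a replicate block (0.0432), with RLE scaling (0.0447), and without replicate 1 (0.0356) or 3 (0.0366) of the *MTCH2* F/F ESCs, replicate 1 (0.039), 2 (0.0406) or 3 (0.0373) of the *MTCH2* F/F EpiLCs or replicate 3 of the *MTCH2*-/- ESCs (0.00696). In EpiLCs 6 fibroblast markers were higher and 5 lower (5 and 5 when adjusted over the list alone; camera adjusted p = 0.962).

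Over the 6488 genes that were DE in any of the 4 comparisons, the first principal component of log2(CPM + 1) held 0.678 of the variance and the next 0.236. On the first, *MTCH2* F/F ESCs lay at −42.3 ± 2.07 and *MTCH2*-/- ESCs at −41.4 ± 1.69, *MTCH2*-/- EpiLCs at 12.0 ± 1.81 and *MTCH2* F/F EpiLCs at 71.7 ± 4.16 (mean ± SD, n = 3 each). The next component ran by genotype, with *MTCH2* F/F ESCs at −34.6 ± 1.19, *MTCH2* F/F EpiLCs at −17.0 ± 1.85, *MTCH2*-/- ESCs at 16.1 ± 7.59 and *MTCH2*-/- EpiLCs at 35.5 ± 5.52 (n = 3 each). The distance between group means per gene was 1.44 (SD over the 3 replicate numbers 0.0406) between *MTCH2* F/F ESCs and *MTCH2* F/F EpiLCs and 0.789 (SD 0.0377) between *MTCH2*-/- ESCs and *MTCH2*-/- EpiLCs. It was 0.696 (SD 0.087) between the ESCs of both genotypes and 1.02 (SD 0.0316) between their EpiLCs, while libraries of a single group lay 0.220 to 0.354 apart. *MTCH2*-/- EpiLCs thus lay nearer to *MTCH2*-/- ESCs than to *MTCH2* F/F EpiLCs, by 0.227 (SD 0.0325). For *MTCH2*-/- ESCs the distance to *MTCH2* F/F ESCs minus that to *MTCH2*-/- EpiLCs was −0.0927 (SD 0.0994), at −0.0028, −0.196 and −0.0591 by replicate number. With complete linkage, the 12 libraries parted into their 4 groups, and the ESCs of both genotypes joined before either joined EpiLCs. Over all genes tested, with each gene scaled to unit variance, or on log2 of DESeq2 normalized counts, *MTCH2*-/- ESCs joined *MTCH2*-/- EpiLCs first. With unit variance the difference of distances was 0.0082. Of the genes higher in *MTCH2*-/- ESCs, 895 (56.9%) were also higher in *MTCH2*-/- EpiLCs. Of those lower in *MTCH2*-/- ESCs, 143 (42.8%) were also lower.

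**Figure D1:**
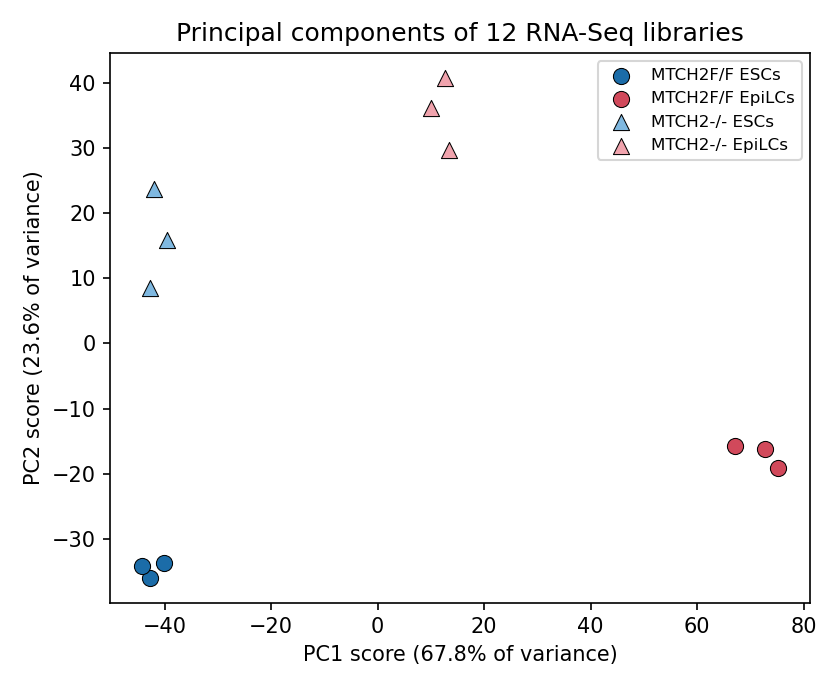
Scores of the 12 libraries on the first principal component (horizontal axis, 0.678 of the variance) and the next (vertical axis, 0.236). Each point is a library, circles are *MTCH2* F/F and triangles *MTCH2*-/- cells, and the *MTCH2*-/- EpiLCs sit near 12.0 on the horizontal axis, between the ESCs and the *MTCH2* F/F EpiLCs.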

Hierarchical clustering and principal component analysis (PCA) based on differentially expressed (DE) genes between the four groups showed that while the *MTCH2*^*F/F*^ ESCs and EpiLCs are distinct sub-populations of cells, *MTCH2*^*−/−*^ ESCs and EpiLCs are clustered together and not with *MTCH2*^*F/F*^ cells (Fig. 3e). These results suggest that priming has a dampening effect on the *MTCH2*^*−/−*^ cells. Moreover, genes associated with either stem cell maintenance or stem cell differentiation (Fig. 3f, left and right panels, respectively) show large changes in AF versus 2i/L in *MTCH2*^*F/F*^ cells (left columns in both panels) as opposed to relatively small or no changes in *MTCH2*^*−/−*^ cells (right columns in both panels; note the many black lines that represent no difference).

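Priming moved the transcriptome of *MTCH2*-/- cells in the same direction as that of *MTCH2* F/F cells, but less far. In *MTCH2* F/F cells 2285 genes rose and 2463 fell between ESCs and EpiLCs, and in *MTCH2*-/- cells 1037 rose and 1040 fell. *Dll1*, a ligand of Notch, rose in *MTCH2* F/F cells from 0.560 ± 0.237 to 85.4 ± 12.8 CPM (mean ± SD, n = 3) and stood at 8.82 ± 0.913 CPM in *MTCH2*-/- ESCs and 26.0 ± 4.22 CPM in *MTCH2*-/- EpiLCs (n = 3 each). Its priming response was lower in *MTCH2*-/- cells by a difference of log2 fold changes of −5.69 (SE 0.284, adjusted p = 3.51e-09 from edgeR's quasi-likelihood test of the difference). *Aqp3*, a channel for water and glycerol, fell in *MTCH2* F/F cells from 332 ± 23.7 to 1.82 ± 0.859 CPM and in *MTCH2*-/- cells from 741 ± 267 to 121 ± 32.7 CPM (n = 3 each; difference 4.93, SE 0.514, adjusted p = 7.08e-05). *Prdm14*, a transcriptional regulator of naïve pluripotency, fell from 83.2 ± 3.30 to 1.31 ± 0.499 CPM in *MTCH2* F/F cells and from 55.8 ± 8.4 to 25.5 ± 1.44 CPM in *MTCH2*-/- cells (n = 3 each; difference 4.87, SE 0.210, adjusted p = 7.77e-10). *Gadd45g*, a stress-inducible gene, rose from 0.855 ± 0.110 to 93.1 ± 5.64 CPM in *MTCH2* F/F cells and from 7.68 ± 1.14 to 27.3 ± 7.96 CPM in *MTCH2*-/- cells (n = 3 each; difference −4.94, SE 0.314, adjusted p = 9.47e-08). Other genes primed strongly in both genotypes. *Myrf*, a membrane-bound transcription factor, rose from 1.56 ± 0.0430 to 192 ± 9.44 CPM in *MTCH2* F/F cells and from 1.77 ± 0.514 to 95.9 ± 14.0 CPM in *MTCH2*-/- cells (n = 3 each). *Lcp1*, a protein that bundles actin, fell from 43.3 ± 4.93 to 1.07 ± 0.0750 CPM and from 25.9 ± 4.54 to 1.31 ± 0.137 CPM (n = 3 each). On GRCm38 *Dll1* lies on chromosome 17 from 15367354 to 15376872, *Aqp3* on chromosome 4 from 41092722 to 41098183, *Prdm14* on chromosome 1 from 13113457 to 13127163 and *Gadd45g* on chromosome 13 from 51846678 to 51848468.

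The difference between genotypes was tested gene by gene. The response to priming differed for 2501 genes, and 2217 of them were DE in *MTCH2* F/F cells. Of the 4748 genes DE in *MTCH2* F/F cells, 4553 (95.9%) had a smaller fold change in *MTCH2*-/- cells. At an adjusted p under 0.05 for the difference, 3098 responded less in *MTCH2*-/- cells and 14 responded more. At an adjusted p under 0.05 in *MTCH2*-/- cells, 3097 changed in the same direction as in *MTCH2* F/F cells, 72 changed in the opposite direction and 1579 did not pass. The median size of their log2 fold change was 1.86 in *MTCH2* F/F and 0.792 in *MTCH2*-/- cells. The least-squares slope through 0 of the *MTCH2*-/- on the *MTCH2* F/F log2 fold change, across these genes, was 0.420, at 0.454 for genes that rose and 0.392 for genes that fell in *MTCH2* F/F cells. Computed instead from differences of log2(CPM + 1) between single libraries with the same replicate number, over the same genes, it was 0.449, 0.453 and 0.427. The 4748 genes were selected by a large change in *MTCH2* F/F cells, which by itself favours smaller values in *MTCH2*-/- cells in these counts, medians and slopes. The slope was 0.418 over all genes tested, with no selection. Over genes DE in *MTCH2*-/- cells it was 0.538, where the selection favours larger values in *MTCH2*-/- cells instead. Genes are not independent replicates, so no p is given for the slope.

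Most targets of FGF and ERK rose in both genotypes. Of 20 such targets, 15 rose and 1 fell in *MTCH2* F/F cells (15 and 1 when adjusted over the list alone; camera adjusted p = 7.10e-05, and adjusted p = 0.213 with an estimated correlation). In *MTCH2*-/- cells 17 rose and 1 fell (17 and 1 when adjusted over the list alone; camera adjusted p = 5.24e-10, which held at 0.0223 with an estimated correlation). *Dusp6*, a phosphatase that acts on ERK, had log2 fold changes of 2.78 (SE 0.105, adjusted p = 2.19e-12) in *MTCH2* F/F and 2.79 (SE 0.105, adjusted p = 2.50e-11) in *MTCH2*-/- cells, and *Spry4*, an inhibitor of the pathway, of 3.36 and 3.20. For the difference between genotypes, 4 targets were higher, 4 lower and 12 did not pass (5 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.967). The median difference of this list was −0.04, while its camera test pointed up. Of 9 targets of Nodal and Activin, 4 rose and 3 fell in *MTCH2* F/F cells (4 and 3 when adjusted over the list alone; camera adjusted p = 0.865), with a median of −0.08 although the camera test pointed up. In *MTCH2*-/- cells 5 rose and 1 fell (5 and 1 when adjusted over the list alone; camera adjusted p = 0.0272, and adjusted p = 0.396 with an estimated correlation). *Skil*, a repressor of SMAD signaling, rose by 2.38 in *MTCH2* F/F and by 1.00 in *MTCH2*-/- cells on the log2 scale. *Lefty2*, an inhibitor of Nodal, rose by 3.01 in *MTCH2*-/- cells (adjusted p = 0.00139) and had a log2 fold change of −1.04 in *MTCH2* F/F cells (adjusted p = 0.0954). Of 16 Wnt targets, 11 fell and 5 rose in *MTCH2* F/F cells (11 and 5 when adjusted over the list alone; camera adjusted p = 0.0563). That list passed the camera test without replicate 1 of the *MTCH2* F/F ESCs (0.0474) or without replicate 1 of the *MTCH2* F/F EpiLCs (0.0457). In *MTCH2*-/- cells 6 fell and 3 rose (6 and 3 when adjusted over the list alone; camera adjusted p = 0.178), and *Axin2*, a negative regulator of the Wnt pathway, fell by 3.50 on the log2 scale in *MTCH2* F/F and by 1.86 in *MTCH2*-/- cells. Since priming also withdrew LIF and the inhibitors of MEK and GSK3, these changes cannot be credited to Activin A and FGF2 alone. From the hierarchical clustering and PCA of the groups (Fig. 3e), the paper proposes that priming has a dampening effect on *MTCH2*-/- cells.

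**Figure D2:**
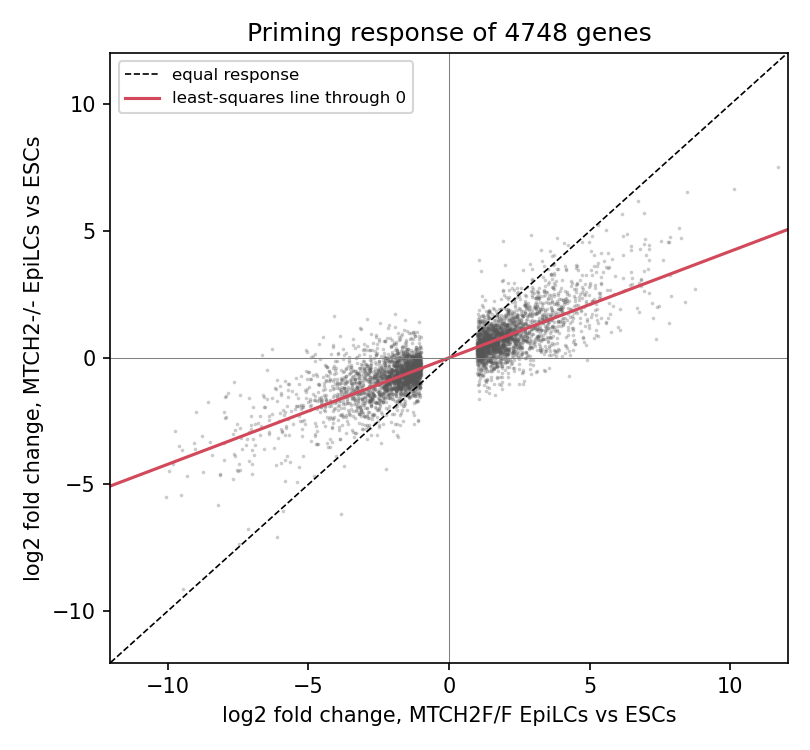
Log2 fold change of EpiLCs against ESCs in *MTCH2* F/F cells (horizontal axis) and in *MTCH2*-/- cells (vertical axis). Points are the 4748 genes DE in *MTCH2* F/F cells, the dashed line marks an equal response, and the solid line is the least-squares line through 0, with a slope of 0.420.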

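Most genes of naïve pluripotency fell steeply on priming of *MTCH2* F/F cells and much less in *MTCH2*-/- cells. Most genes of the formative and primed states rose in both genotypes, and most had a less positive response in *MTCH2*-/- cells. Of 22 naïve genes, 20 fell and 1 rose in *MTCH2* F/F cells (20 and 1 when adjusted over the list alone; camera adjusted p = 4.04e-08, and adjusted p = 0.479 with an estimated correlation). The gene that rose was *Mkrn1*, which encodes a ubiquitin ligase, and *Fgf4*, the growth factor that ESCs themselves secrete, did not pass (log2 fold change −0.10, adjusted p = 0.317). In *MTCH2*-/- cells 14 naïve genes fell and 3 rose (17 and 3 when adjusted over the list alone; camera adjusted p = 0.00978, and adjusted p = 0.661 with an estimated correlation). The difference between genotypes was positive for 20 of the 22 and did not pass for the other 2 (20 positive when adjusted over the list alone), with a median of 2.23 (camera adjusted p = 1.16e-13, and adjusted p = 0.407 with an estimated correlation). *Nanog*, a transcription factor of the naïve network, stood at 999 ± 17.5 CPM in *MTCH2* F/F ESCs, 102 ± 31.0 CPM in *MTCH2* F/F EpiLCs, 731 ± 102 CPM in *MTCH2*-/- ESCs and 377 ± 35.1 CPM in *MTCH2*-/- EpiLCs (mean ± SD, n = 3 each). Its priming response was −3.29 (SE 0.189) in *MTCH2* F/F and −0.95 (SE 0.174) in *MTCH2*-/- cells on the log2 scale, with a difference of 2.33 (SE 0.248, adjusted p = 2.86e-05 from edgeR's quasi-likelihood test). *Klf4*, a transcription factor of the same network, stood at 551 ± 57.4, 28.1 ± 15.0, 454 ± 69.8 and 277 ± 18.7 CPM in the same order (n = 3 each), with a difference of 3.59 (SE 0.408, adjusted p = 1.37e-04). In *MTCH2*-/- cells its change of −0.71 did not pass (adjusted p = 0.0637), but it passed without replicate 2 (0.0172) or replicate 3 (6.73e-04) of the *MTCH2* F/F EpiLCs, over a range of 6.73e-04 to 0.182. In the authors' deposited DESeq2 comparison that change of *Klf4* was −0.70, with an adjusted p of 3.93e-08. *Esrrb*, an orphan nuclear receptor, stood at 1033 ± 81.2, 180 ± 65.5, 1036 ± 20.6 and 734 ± 14.8 CPM (n = 3 each), with a difference of 2.02 (SE 0.260, adjusted p = 1.35e-04). Its change of −0.50 in *MTCH2*-/- cells had an adjusted p of 0.0462. That call was lost with a replicate block (0.0514), RLE scaling (0.0527) or DESeq2 (0.0773), and without any single library of the *MTCH2* F/F ESCs (0.056 to 0.0637), *MTCH2*-/- ESCs (0.0956 to 0.109) or *MTCH2*-/- EpiLCs (0.102 to 0.122). The authors' deposited DESeq2 comparison holds −0.48 for this change of *Esrrb*, with an adjusted p of 4.89e-10. These calls thus depended on how the spread between libraries was estimated. *Tfcp2l1*, another factor of the naïve network, fell by 5.21 in *MTCH2* F/F and by 1.95 in *MTCH2*-/- cells on the log2 scale. On GRCm38 *Nanog* lies on chromosome 6 from 122707489 to 122714633, *Klf4* on chromosome 4 from 55527143 to 55532466 and *Esrrb* on chromosome 12 from 86361117 to 86521628.

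Of 25 formative and primed genes, 21 rose and 3 fell in *MTCH2* F/F cells (22 and 3 when adjusted over the list alone; camera adjusted p = 4.04e-08, and adjusted p = 0.0561 with an estimated correlation). In *MTCH2*-/- cells 19 rose and 2 fell (19 and 2 when adjusted over the list alone; camera adjusted p = 7.51e-10, which held at 0.0223 with an estimated correlation). The difference between genotypes was negative for 17 and positive for 2 (17 and 2 when adjusted over the list alone; camera adjusted p = 1.83e-06, and adjusted p = 0.111 with an estimated correlation). *Fgf5*, a growth factor of the primed epiblast, reached 44.2 ± 9.86 CPM in *MTCH2* F/F EpiLCs and 8.33 ± 3.40 CPM in *MTCH2*-/- EpiLCs, from 0.510 ± 0.161 and 1.10 ± 0.801 CPM in the ESCs (n = 3 each; difference −3.56, SE 0.740, adjusted p = 0.00321). *Otx2*, a transcription factor that accompanies the exit from the naïve state, rose from 10.4 ± 2.67 to 165 ± 18.8 CPM in *MTCH2* F/F and from 8.72 ± 2.42 to 43.2 ± 4.41 CPM in *MTCH2*-/- cells (n = 3 each; difference −1.67, SE 0.270, adjusted p = 5.10e-04). *Dnmt3b*, a DNA methyltransferase that acts de novo, rose from 56.5 ± 5.81 to 1785 ± 198 CPM and from 51.5 ± 9.10 to 357 ± 63.1 CPM (n = 3 each; difference −2.18, SE 0.198, adjusted p = 5.06e-06). *Fgf5* lies on chromosome 5 from 98254184 to 98277030, *Otx2* on chromosome 14 from 48657677 to 48673819 and *Dnmt3b* on chromosome 2 from 153649450 to 153687730.

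Of 14 genes of general pluripotency, 7 rose and 2 fell in *MTCH2* F/F cells (7 and 2 when adjusted over the list alone; camera adjusted p = 0.043, and adjusted p = 0.61 with an estimated correlation). This call was lost without replicate 3 of the *MTCH2* F/F ESCs (0.0511), replicate 2 of the *MTCH2* F/F EpiLCs (0.0508) or replicate 1 of the *MTCH2*-/- ESCs (0.0516). In *MTCH2*-/- cells 11 rose and 1 fell (11 and 1 when adjusted over the list alone; camera adjusted p = 7.17e-06, and adjusted p = 0.227 with an estimated correlation). *Sox2*, a core pluripotency factor, fell from 386 ± 32.8 to 151 ± 39.2 CPM in *MTCH2* F/F cells and stood at 330 ± 32.3 and 346 ± 14.9 CPM in *MTCH2*-/- ESCs and EpiLCs (n = 3 each; difference 1.42, SE 0.195, adjusted p = 1.47e-04). *Pou5f1*, which encodes OCT4, had a log2 fold change of −0.03 (adjusted p = 0.79) in *MTCH2* F/F and −0.13 (adjusted p = 0.235) in *MTCH2*-/- cells. Without replicate 1 of the *MTCH2*-/- ESCs the latter passed (0.0287, over a range of 0.0287 to 0.672). *Pou5f1* lies on chromosome 17 from 35506018 to 35510772, sharing 317 bases with *Gm19553* on the opposite strand, and *Sox2* lies on chromosome 3 from 34650405 to 34652461. *T*, a mesoderm transcription factor on chromosome 17 from 8434423 to 8442496, was at 1.99 ± 0.604 CPM or less in every group, with a difference of 1.02 (SE 0.764, adjusted p = 0.327).

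On the subject of the ontology terms of Fig. 3f, lists of 83 measured genes of stem cell maintenance and 39 of germ layer differentiation were written by hand, since the paper's own lists are not in its text. Of the stem cell maintenance genes, 31 rose, 33 fell and 19 did not pass in *MTCH2* F/F cells (32 rose and 33 fell when adjusted over the list alone; camera adjusted p = 0.576), and 28 rose, 19 fell and 36 did not pass in *MTCH2*-/- cells (29 and 21 when adjusted over the list alone; camera adjusted p = 0.0801, and 0.0371 without replicate 2 of the *MTCH2*-/- ESCs). The difference between genotypes was positive for 36 and negative for 12 (38 and 12 when adjusted over the list alone; camera adjusted p = 0.0024, and adjusted p = 0.449 with an estimated correlation). Of the germ layer genes, 12 rose, 17 fell and 10 did not pass in *MTCH2* F/F cells (12 and 17 when adjusted over the list alone; camera adjusted p = 0.721), and 8 rose, 13 fell and 18 did not pass in *MTCH2*-/- cells (9 and 14 when adjusted over the list alone; camera adjusted p = 0.611). The difference was positive for 9 and negative for 9 (11 and 9 when adjusted over the list alone, camera adjusted p = 0.967). Signed counts and the camera test do not measure the size of change in lists that move both ways. At 2-fold or more, 11 stem cell maintenance genes rose and 22 fell in *MTCH2* F/F cells, against 7 and 5 in *MTCH2*-/- cells. Of the germ layer genes, 10 rose and 13 fell at least 2-fold in *MTCH2* F/F cells, against 7 and 10 in *MTCH2*-/- cells. *Neurod1*, a neurogenic transcription factor, rose by 4.24 in *MTCH2* F/F and by 1.98 in *MTCH2*-/- cells on the log2 scale, with a difference of −2.26 (SE 0.180, adjusted p = 2.37e-07).

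**Figure D3:**
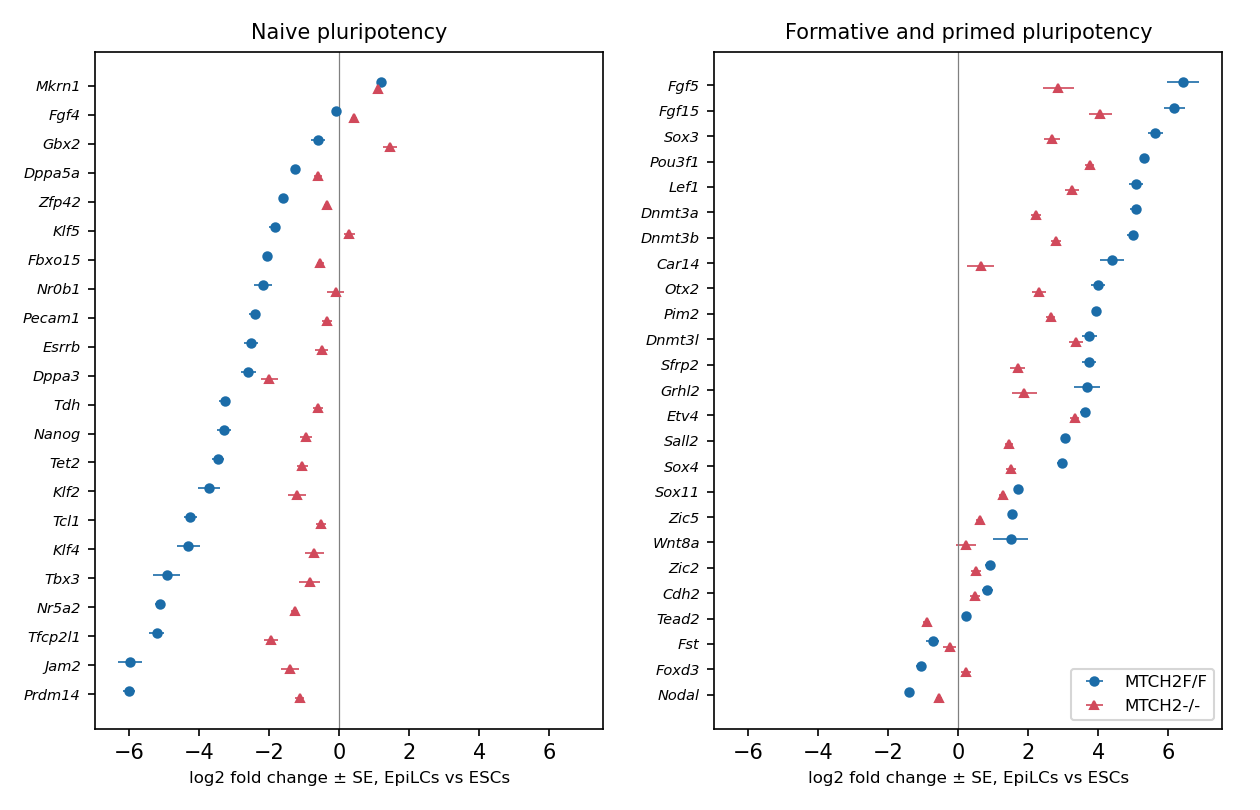
Log2 fold change of EpiLCs against ESCs (horizontal axis, ± SE from the fit to 3 libraries per group) for each naïve gene (left panel) and each formative or primed gene (right panel). Circles are *MTCH2* F/F and triangles *MTCH2*-/- cells; *Nanog* sits at −3.29 in *MTCH2* F/F and at −0.95 in *MTCH2*-/- cells.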

To validate the RNA-Seq results, we utilized qPCR of known pluripotency and developmental genes regulated during priming. We found that *MTCH2*^*−/−*^ EpiLCs failed to reduce the expression of naïve pluripotency genes and to adequately regulate the levels of developmental genes (Fig. 3g, top and lower panels, respectively). To confirm these changes at the protein level, we analyzed the levels of the naïve marker Nanog by immunostaining. While there was no difference in Nanog expression levels between *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ ESCs grown in 2i/L (Fig. 3h, top six pictures), its levels were extremely reduced *in MTCH2*^*F/F*^ EpiLCs, whereas *MTCH2*^*−/−*^ EpiLCs maintained relatively high expression levels of Nanog (Fig. 3h, bottom six pictures).

### Mitochondria elongation drives exit from naïve pluripotency

To determine whether mitochondria fusion/elongation constitutes an early driving force in the naïve-to-primed pluripotency interconversion of ESCs, we tested whether rescuing the mitochondria’s hyper-spherical/fragmented morphology in *MTCH2*^*−/−*^ naïve ESCs by expressing MFN2-Myc would, in turn, restore exit from naïve pluripotency. Strikingly, *MTCH2*^*−/−*^ naïve ESCs expressing MFN2-Myc showed repression of nuclear Nanog expression levels (Fig. 4a; see images in the left panels and bar graph in the top right panel). Importantly, in cells expressing MFN2-Myc there was a correlation between the increase in elongated mitochondria (increase in aspect ratio of mitochondria) and the decrease in Nanog expression levels (decrease in nuclear Nanog intensity; Fig. 4a, bottom right panel). We also determined the expression levels of estrogen receptor related β (ESRRβ), a downstream target of Naong and a key regulator of mouse naïve pluripotency^27^, and found that *MTCH2*^*−/−*^ naïve ESCs expressing MFN2-Myc also showed repression of nuclear ESRRβ levels (Fig. 4b; see images in the left panels and bar graph in the top right panel). Importantly, in cells expressing MFN2-Myc there was a correlation between the increase in elongated mitochondria (increase in aspect ratio of mitochondria) and the decrease in ESRRβ expression levels (decrease in nuclear ESRRβ intensity; Fig. 4b, bottom right panel).

**Fig. 4:**
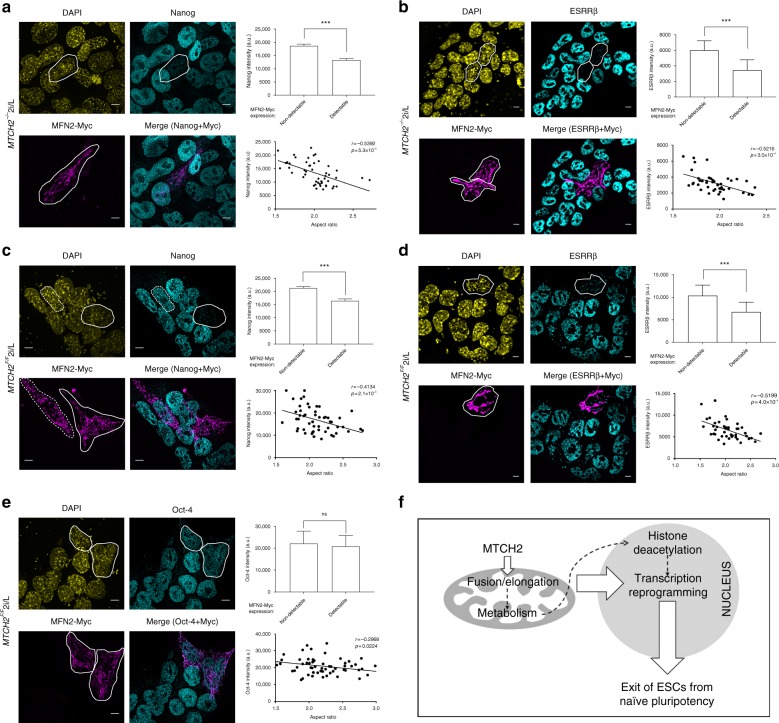
Mitochondria elongation drives exit from naïve pluripotency. **a** MFN2-Myc induces mitochondria fusion and represses Nanog expression in *MTCH2*^*−/−*^ ESCs. Left panels: Representative IF images showing Nanog expression in *MTCH2*^*−/−*^ ESCs expressing MFN2-Myc (scale bar, 5 μM). The cells expressing MFN2-Myc and repressing Nanog are marked with white lines. Top right panel: Average fluorescent intensity of Nanog in *MTCH2*^*−/−*^ ESCs with either detectable or non-detectable expression of MFN2-Myc. Results are presented as mean ± SEM (***p < 0.001; *n* > 50 cells were scored for each group). Bottom right panel: *XY* chart of average mitochondrial aspect ratio to mean intensity of Nanog levels in *MTCH2*^*−/−*^ ESCs expressing MFN2-Myc (*n* > 50 cells were scored). **b** Inducing mitochondrial fusion by expressing MFN2-Myc in *MTCH2*^*−/−*^ ESCs represses ESRRβ expression levels. Left panels: Representative IF images showing ESRRβ expression in *MTCH2*^*−/−*^ ESCs expressing MFN2-Myc (scale bar, 5 μM). The cells expressing MFN2-Myc and repressing ESRRβ are marked with white lines. Top right panel: Average fluorescent intensity of ESRRβ in *MTCH2*^*−/−*^ ESCs with either detectable or non-detectable expression of MFN2-Myc. Results are presented as mean ± SEM (***p < 0.001; *n* > 50 cells were scored for each group). Bottom right panel: *XY* chart of average mitochondrial aspect ratio to mean intensity of ESRRβ levels in *MTCH2*^*−/−*^ ESCs expressing MFN2-Myc (*n* > 50 cells were scored). **c** Expression of MFN2-Myc in *MTCH2*^*F/F*^ ESCs induces mitochondria fusion and represses Nanog expression levels. Left panels: As in **a**. The cell marked with a dashed line, expresses MFN2-Myc yet possess fragmented mitochondria and maintains Nanog levels. Top and bottom right panels: As in (**a**). **d** Inducing mitochondrial fusion by expressing MFN2-Myc in *MTCH2*^*F/F*^ ESCs represses ESRRβ expression levels. Left panels: As in (**b**). Top and bottom right panels: As in (**b**). **e** Inducing mitochondrial fusion in *MTCH2*^*F/F*^ ESCs only slightly decreases Oct-4 expression levels. Left panels: Representative IF images showing Oct-4 expression in *MTCH2*^*F/F*^ ESCs expressing MFN2-Myc (scale bar, 5 μM). The cells expressing MFN2-Myc are marked with white lines. Top and bottom right panels: As in (**a**). **f** Schematic representation of the role of mitochondrial fusion/elongation, governed by MTCH2, in regulating the exit from naïve pluripotency in ESCs

Most importantly, the expression of MFN2-Myc in *MTCH2*^*F/F*^ naïve ESCs, maintained in naïve 2i/L conditions, also repressed nuclear Nanog expression levels (Fig. 4c). In the *MTCH2*^*F/F*^ naïve ESCs expressing MFN2-Myc there was also a correlation between the increase in elongated mitochondria and the decrease in Nanog expression levels (Fig. 4c, bottom right panel). This correlation is further emphasized in cells expressing MFN2-Myc but whose mitochondria remained fragmented, in which case Nanog expression levels were not decreased (see the cell marked with a dashed white line in the left panel images of Fig. 4c). Expression of MFN2-Myc in *MTCH2*^*F/F*^ naïve ESCs, maintained in naïve 2i/L conditions, similarly repressed nuclear ESRRβ expression levels (Fig. 4d). In the *MTCH2*^*F/F*^ naïve ESCs expressing MFN2-Myc there was also a correlation between the increase in elongated mitochondria and the decrease in ESRRβ expression levels (Fig. 4d, bottom right panel).

To assure that the changes in Nanog and ESRRβ expression levels were not due to a non-specific effect or to complete differentiation into a somatic lineage, we validated the expression levels of Oct-4, a pluripotent gene marker whose expression levels remain high during the naïve-to-primed interconversion^28^. We found that in *MTCH2*^*F/F*^ naïve ESCs expressing MFN2-Myc and possessing elongated mitochondria, Oct-4 levels were only slightly reduced (Fig. 4e).

To distinguish the importance of active fusion per se from an elongated network for the exit from naïve pluripotency, we tested whether prompting the elongation of mitochondria by expressing a dominant negative form of the pro-fission protein dynamin-related protein 1 (DRP1-dn-YFP) would also induce exit from naïve pluripotency. We found that *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ naïve ESCs expressing DRP1-dn-YFP showed elongated mitochondria and repression of both Nanog and ESRRβ expression levels (Supplementary Fig. 4A–D; see images in the left panels and bar graphs in the right panels; note that DRP1-dn-YFP appears in green and is marked by white arrows in the top left images). Thus, active fusion per se is not required but rather an elongated network for the exit from naïve pluripotency.

## Discussion

Our studies reveal an unanticipated feature for mitochondria elongation in the naïve-to-primed interconversion of ESCs (Fig. 4f). We demonstrate that enforced elongation of mitochondria in naïve ESCs, even without eliminating the 2i/L conditions, is sufficient to trigger partial exit from naive pluripotency without entering differentiation, since the naïve markers Nanog and ESRRβ are repressed but Klf4 is not and the differentiation markers T-brachyury and FOXA2 are not expressed (Fig. 4 and Supplementary Fig. 5). These findings possibly relate to the recently described “Formative Pluripotency Phase”, an intermediate phase proposed to exist as part of a developmental continuum between the naïve and primed pluripotent states, marked by the downregulation of only part of the essential transcription factor program that maintains naïve pluripotency^29,30^. Moreover, induction of lineage-specific markers was not evident in the formative phase, suggesting that terminating the naïve circuitry precedes the expression of lineage markers^31^.

Our studies also show that MTCH2 is a direct regulator of mitochondrial fusion/elongation in both MEFs and ESCs, capable of rescuing the mitochondrial structure of MFN2-deficient cells. In ESCs, MTCH2 is important for altering glucose and glutamine utilization, histone deacetylation and nuclear gene reprogramming during the naïve-to-primed interconversion. However, further studies are required to elucidate the exact mechanism by which MTCH2 regulates mitochondria fusion/elongation and the metabolic-epigenetic link.

The finding that enforced elongation of mitochondria is sufficient for nuclear gene reprogramming is consistent with the idea that mitochondria elongation drives reprogramming of mitochondria metabolism, which, in turn, leads to histone deacetylation and changes in gene transcription (Fig. 4f; see dotted lines). Thus, mitochondria elongation, in which MTCH2 plays a critical role, is a necessary and early event important for naïve ESCs to adequately exit from the ground state of pluripotency.

## Methods

### Stem cell lines and cell culture

Growth of primary murine pluripotent stem cells was conducted in FBS free N2B27-based media as described previously^32^. Briefly, 500 ml of N2B27 media was generated by including: 250 ml DMEM/F12 (HEPES free, custom made; Biological Industries), 250 ml Neurobasal (cat # 21103; Invitrogen), 2.5 ml N2 supplement (cat # 17502048; Invitrogen), 5 ml B27 supplement (cat # 17504044; Invitrogen), 1 mM glutamine (Invitrogen), 1% nonessential amino acids (Invitrogen), 0.1 mM β-mercaptoethanol (Sigma), penicillin–streptomycin (Invitrogen), 5 mg/ml BSA (Sigma). Naïve conditions for murine ESCs included 10 μg recombinant human LIF (L; Peprotech) and small-molecule inhibitors CHIR99021 (CH, 3 μM; Axon Medchem) and PD0325901 (PD, 1 μM; TOCRIS) termed 2i. Primed conditions for murine EpiLCs contained 8 ng/ml recombinant human bFGF (FGF2; Peprotech), 20 ng/ml recombinant human Activin A (Peprotech), and 1% knockout serum replacement (KSR; Invitrogen), in feeder-free growth factor reduced matrigel (Corning)-coated wells. For maintenance and Cre recombinase treatment, ESCs were kept in FBS/2i/L growth conditions, expanded in 500 ml of high-glucose DMEM (Invitrogen), 15% USDA certified fetal bovine serum (FBS; Biological Industries), 1 mM glutamine (Invitrogen), 1% nonessential amino acids (Invitrogen), 0.1 mM β-mercaptoethanol (Sigma), penicillinstreptomycin (Invitrogen), 10 μg recombinant human LIF (Peprotech) with 2i, on irradiation-inactivated mouse embryonic fibroblast (iMEF) feeder cells. Cells were maintained in 20% O_2_ conditions and were passaged following 0.25% trypsinization (Invitrogen). Cell counts and growth curves were conducted using a hemacytometer (Sigma). MEFs were maintained in high glucose DMEM 10% FBS supplemented with glutamine, sodium pyruvate, and antibiotics.

### ESC derivation and MEF preparation

The Weizmann Institute Animal Care and Use Committee approved all animal experiments. MTCH2 heterozygous or MTCH2 homozygous conditional knockout mice (*MTCH2*^*F/F*^) (C57BL/6J strain;^20^) were crossed and E3.5 embryos were flushed and transferred onto iMEF-coated 96-well plates and cultured in FBS/2i/L conditions. Established ESC clones were genotyped by PCR and validated as MTCH2-deficient by qPCR and by Western blot analysis. *MTCH2*^*F/F*^ mice were crossed to the PhAM mice^25^ to generate *MTCH2*^*F/F*^ PhAM mice carrying the mito-dendra2 transgene, and ESCs were prepared from these mice as described above. *MTCH2*^*F/F*^ primary MEFs were prepared from 11 to 13-day-old embryos and transformed with the SV40 whole genome as described previously^33^. All the studies with MEFs described in the paper were performed with SV40-immortalized MEFs. Primer sequences used for genotyping are listed below:

MTCH2 WT F- 5′-TGTTCACAGGCTTGACTCCA-3′

MTCH2Δ F- 5′-TCCCAAGTGCTGGATTAAGG-3′

MTCH2 WT/Δ R- 5′- CAAACTGTATAGGTGAATGGCTCT-3′.

### In vitro naïve-to-primed pluripotent cell conversion

For conversion of murine naïve pluripotent ESCs into primed EpiLCs, naïve ESCs were seeded in feeder-free N2B27 2i/L conditions for 16–24 h before switching to N2B27 Activin A/FGF2 (A/F) conditions for 2 days.

### Poly-A RNA sequencing

Total RNA was extracted from the indicated cell cultures using PerfectPure RNA-cultured cell kit (cat # 2302340, 5′). To avoid DNA contaminations all samples were treated with DNase (5 prime). RNA integrity was evaluated on Bioanalyzer (Agilent 2100 Bioanalyzer), requiring a minimal RNA integrity number (RIN) of 8.5. Libraries were prepared according to Illumina’s instructions accompanying the TruSeq RNA Sample Preparation Kit v2 (cat # RS-122–2001). Sequencing was carried out on Illumina HiSeq2500 according to the manufacturer’s instructions, using 10 pM template per sample for cluster generation, and sequencing kit V2 (Illumina).

### RNA-Seq analysis

Poly-A RNA sequencing was measured in four conditions: *MTCH2*^*F/F*^ and *MTCH2*^*−/−*^ in 2i/L or A/F. Each condition had three biological samples resulting in 12 RNA-seq samples. Sequencing libraries were prepared using the Illumina TruSeq mRNA kit. Reads were sequenced on an Illumina HiSeq 2500 SR60. Sequenced reads were mapped to the Mus Musculus genome version GRCm38 using TopHat v2.0.10^34^. Genes were identified using a.gtf obtained from ensembl release 82^35^. Per gene reads were counted using HTSeq^36^. Normalization of read counts and *p*-values for differential expression genes were computed using Deseq2^37^. Stem cell maintenance and developmental markers of DE genes were filtered using gene ontology consortium enrichment analysis.

### Histone isolation

Histones were isolated by acid extraction as described previously^38^ and were resolved (8.0–10 µg of histones) by 15% SDS–PAGE. Briefly, cells were suspended with NP-40 lysis buffer (10 mM Tris–Cl, [pH 7.6], 150 mM NaCl, 1.5 mM MgCl_2,_ 0.65% NP-40, 5 mM protease inhibitor) and homogenized, followed by 5000 r.p.m. centrifugation for 10 min at 4 °C. Cell pellets were resuspended in RSB buffer (10 mM Tris–Cl, [pH 7.4], 3 mM MgCl_2_, 10 mM NaCl, 5 mM protease inhibitor) and homogenized, followed by the addition of 0.4 N H_2_SO_4_ for 1 h rotation in 4 °C. Samples were then centrifuged in 10,000 r.p.m. for 20 min at 4 °C and supernatant was added with 100% TCA to a final concentration of 18%. Samples were left on ice for 20 min, followed by centrifugation and washing the cell pellet once in acetone/HCl (5 µl acid/ml acetone) and twice solely in acetone followed by air-drying the pellets overnight and resuspention in water. Western blots were analyzed using anti-acetylated-H3 (cat # 06-599; Millipore) and anti-H3 (cat # 4499; Cell signaling) antibodies.

### Western blot and subcellular fractionation

Subcellular fractionations were performed as described previously^20,39^. Briefly, cells were suspended in isotonic HIM buffer (200 mM mannitol, 70 mM sucrose, 1 mM EGTA, 10 mM HEPES (pH 7.5)). The supernatant was centrifuged at 10,000×*g* for 10 min to collect the mitochondrion-enriched fraction and the supernatant (cytosol). Proteins were size fractionated by SDS–PAGE and then transferred to polyvinylidene difluoride membranes. Antibodies used for Western blotting included anti-MTCH2 1:1000^20^, anti-adenine nucleotide translocator 1:1000 (ANT; cat # SC-9300; Santa Cruz), and anti-succinate dehydrogenase A 1:1000 (SDHA; Ab 14715; Invitrogen), mouse anti-OPA1 1:1000 (cat # 612606; BD biosciences), mouse anti-MFN1 1:1000 (cat # NBP1–71775; Novus biologicals), mouse anti-MFN2 1:1,000 (cat # WH0009927M3; Sigma-Aldrich), mouse anti-DRP1 1:1000 (cat # 611112; BD biosciences), rabbit anti-pDRP1 S637 1:1000 (cat # 4867; Cell signaling), anti-TOM20 1:1000 (cat # SC-11415; Santa cruz), and anti-actin 1:10,000 (cat # A5441; Sigma).

The uncropped scans of the blots presented in Fig. 3d appear in Supplementary Fig. 6.

### Quantitative PCR

Total RNA was isolated using PerfectPure RNA cultured cell kit (5 prime), and gDNA was omitted by on-column DNase treatment. One microgram of RNA was reverse-transcribed using HighCapacity cDNA Reverse Transcription Kit (Applied Biosystems). To evaluate mtDNA copy number, total DNA was isolated using Epicentre MasterPure DNA purification kit. To avoid RNA contaminations all samples were treated with RNase A (MasterPure). Quantitative PCR analysis was performed in triplicate for each sample by using 10 ng of the reverse transcription reaction in a Viia7 platform (Applied Biosystems) with Fast SYBR^®^Master Mix (Applied Biosystems). Data was extracted from the linear range of amplification. Error bars indicate standard deviation of triplicate measurements of three biological samples. Primer sequences used for all the genes tested are listed below:

MTCH2 F -5′-TGTTCACAGGCTTGACTCCA-3′’

MTCH2 R -5′-TGTTCACAGGCTTGACTCCA-3′

Actin F -5′-ATGAGCTGCCTGACGGCCAGGTCATC-3′

Actin R -5′-TGGTACCACCAGACAGCTCTGTG-3′

Gapdh F - 5′-TATGATGACATCAAGAAGGTGG-3′

Gapdh R -5′-CATTGTCATACCAGGAAATGAG-3′

Hprt F -5′-GCAGTACAGCCCCAAAATGG-3′

Hprt R -5′-GGTCCTTTTCACCAGCAAGCT-3′

D-loop1 F -5′-AATCTACCATCCTCCGTGAAACC-3′

D-loop1 R -5′-TCAGTTTAGCTACCCCCAAGTTTAA-3′

ND1 F -5′-TTACCAGAACTCTACTCAACT-3′

ND1 R -5′-ATCGTAACGGAAGCGTGGATA-3′

Esrrβ F -5′-CAGGCAAGGATGACAGACG-3′

Esrrβ R -5′-GAGACAGCACGAAGGACTGC-3′

Nanog F -5′-TCTTCCTGGTCCCCACAGTTT-3′

Nanog R -5′-GCAAGAATAGTTCTCGGGATGAA-3′

Sox2 F -5′-CATGAGAGCAAGTACTGGCAAG-3′

Sox2 R -5′-CCAACGATATCAACCTGCATGG-3′

Klf4 F -5′-TGGTGCTTGGTGAGTTGTGG-3′

Klf4 R -5′-GCTCCCCCGTTTGGTACCTT-3′

T Brachyury F -5′-GCTCTAAGGAACCACCGGTCATC-3′

T Brachyury R -5′-ATGGGACTGCAGCATGGACAG-3′

Fgf5 F -5′-AATATTTGCTGTGTCTCAGG-3′

Fgf5 R -5′-TAAATTTGGCACTTGCATGG-3′

Otx2 F -5′-CATGATGTCTTATCTAAAGCAACCG-3′

Otx2 R -5′-GTCGAGCTGTGCCCTAGTA-3′.

### Teratoma formation assay

For teratoma generation, 5 × 10^6^ ESCs were injected subcutaneously into both flanks of recipient NSG immuno-deficient mice. Four weeks after initial injection tumors were harvested for paraffin embedding and sectioning followed by H&E staining.

### Respiration

Measurement of intact cellular respiration was performed using the Seahorse XF24 analyzer (Seahorse Bioscience Inc.) and the XF Cell Mito Stress Test Kit according to manufacturer’s instructions and as described^40^. Respiration was measured under basal conditions, and in response to Oligomycin (ATP synthase inhibitor; 0.5 μM) and the electron transport chain accelerator ionophore FCCP (trifluorocarbonylcyanide phenylhydrazone; 1 μM) to measure the maximal oxygen consumption rate (OCR). Finally, respiration was stopped by adding the electron transport chain inhibitor Antimycin A (1 μM).

### Cre recombinase treatment

Recombinant His-TAT-NLS-Cre (Cre recombinase) fusion protein was expressed and purified as described previously^41^. Cre recombinase was diluted in DMEM/PBS to a final concentration of 3 µM, sterile-filtered, and incubated with the cells for 16 h. The cells were then washed with PBS, supplemented with growth medium, and grown for an additional 3–5 days before use in experiments.

### Expression of plasmids and transfections

The MTCH2-GFP plasmid was generated in our laboratory and was previously described^39^. MFN2-Myc was purchased from Addgene (Plasmid #23213, David Chan). mito-pAGFP was kindly provided by Gyorgy Hajnoczky (Thomas Jefferson, USA). DRP1-dn-YFP was kindly provided by Andrew Gilmore (Manchester U, UK). Cells were transfected using the DNA-In Stem (ESCs) and DNA-In (MEFs) transfection reagents according to manufacturer’s instructions (MTI; Global Systems).

### Imaging

Confocal microscopy images were captured with a Carl zeiss lsm 710 confocal microscope equipped with yokogawa spinning disc using a ×100 1.4 NA Apochromat objective (ZEISS). The excitation wavelengths for DAPI (405), GFP, Cy2 (488), Cy3, and Mitotracker Red CMXRos (561; Molecular Probes, Inc.). Fluorescence images were acquired using cellSens software with Olympus IX83 (Olympus, Japan) equipped with ×60 oil immersion objective, Orca Flash4.0 camera (Hamamatsu Photonics, Japan) and a LED light source (CoolLED, UK).

### Immunofluorescence

Cells were grown in 13 mm sterile coversilps, washed with PBS and fixed with 4% PFA for 15 min at 37 °C. PFA was quenched by incubating the cells for 10 min in 50 mM NH_4_Cl_2_ in PBS. After washing, cells were permeabilized with 0.1% triton x-100 for 20 min and then blocked for 1 h at room temperature (RT) with 10% BSA 0.1% triton x-100 in PBS. Cells were probed with mouse anti-Myc 1:200 (cat # SC-40; Santa cruz), rabbit anti-Myc 1:200 (cat # CST2278; Cell signaling technology), rabbit anti-TOM20 1:200 (cat # SC-11415; Santa cruz), mouse anti-ATP synthase (Complex-V-β) 1:200 (cat # MS-503; Mitosciences), rabbit anti-Nanog 1:200 (cat # A300–397A; Bethyl), mouse anti-Oct3/4 1:200 (cat # SC-5279; Santa cruz), mouse anti-ESRRβ 1:200 (cat # H6705; R&D systems), goat anti-T brachyury 1:200 (cat # SC-17743; Santa cruz), and goat anti-FOXA2/HNF-3β 1:200 (cat # SC-6544; Santa cruz) Abs. Next, cells were washed with PBS, stained with second Ab conjugated to Cy2 or Cy3 dyes (Molecular Probes, Inc.), washed, mounted with SlowFade Light Antifade kit (Molecular Probes, Inc.), and analyzed by confocal microscopy.

### Aspect ratio of mitochondria calculations

Aspect ratio (the ratio between the major and minor axis of the ellipse) was calculated using FIJI software. Z-stacks of cells stained for the mitochondrial marker TOM20 were processed and thresholded (binarized) to run the analyzed particles algorithm and calculate aspect ratio of each mitochondria.

### Analysis of Nanog, ESRRβ, and Oct-4 nuclear expression levels in images

Analysis of Nanog, ESRRβ, and Oct-4 mean fluorescence intensity was performed on Z projections of z-stack pictures of ESCs transfected with MFN2-Myc. Nuclei perimeters were drawn using the FIJI poligon tool, and mean fluorescent intensity was measured in arbitrary units for each of the different regions of interest. Average fluorescence intensity was calculated for cells expressing MFN2-Myc and cells with no detectable expression of the protein. To calculate the correlation between aspect ratio of mitochondria and nuclear Nanog, ESRRβ or nuclear Oct-4 fluorescence intensities, each MFN2-Myc-expressing cell was analyzed separately. Using the fluorescence intensity of the MFN2-Myc channel we performed aspect ratio analysis of mitochondria as described above. Then the mean nuclear fluorescence intensity of either Nanog or Oct-4 in the MFN2-Myc-expressing cell was measured and analyzed together with its average aspect ratio value.

### Mitochondria 3D reconstruction and morphometric analysis

Cells were fixed and mitochondria was stained as described above. All the images were taken under the same conditions of laser power and exposure time. Z-stack interval was set to 0.24 µm and a 3D deconvolution algorithm was applied to the ESCs images using Autoquant software (MediaCybernetics). Mitochondrial 3D reconstruction was achieved using segmentation algorithm of Imaris software (Bitplane).

### Quantification of mitochondrial fusion rate in MEF

For quantification of mitochondrial fusion rate in MEF, 2 × 10^5^ cells seeded onto 24-mm round glass plates were transfected with mito-pAGFP. After 24 h, cells were placed on the stage of a spinning disc microscope coupled to a FRAP unit (Zeiss 710). To activate the PA-GFP fluorescence, 1z plane was activated using 100% of the power of the 405 nm laser line with a ×100, 1.4 NA objective. Frames were then acquired every 20 min using the 488 nm and the 563 laser. Intensity of the green fluorescence was measured in the initially photoactivated ROI through time. Mitochondria were stained using 50 nM Mitotracker CMXRos (Molecular Probes, Inc.).

### Quantification of mitochondrial fusion rate in ESCs prepared from MTCH2F/F PhAM mice

For these experiments we used genetically engineered mice with photo-activatable mitochondria (PhAM)^25^. These mice express mito-dendra2, a mitochondria matrix-targeted green-to-red photoconvertible fluorescent protein, in which mitochondria are constantly green, and laser excitation converts the excised population of mitochondria to become red. PhAM mice were crossed to *MTCH2*^*F/F*^ mice to generate *MTCH2*^*F/F*^ PhAM mice, and quantification of mitochondrial fusion rate was analyzed by fluorescence spreading in ESCs prepared from these mice. Mito-dendra2 was exposed to 405 nm laser light irreversibly switching green fluorescent mitochondria to red fluorescent mitochondria. Images were acquired every 30 min with a Zeiss Yokogawa spinning disc scanning unit coupled with an inverted IX83 microscope (Olympus), using a ×100 oil lens (NA 1.4) and capturing the images with sCMOS 4.2 Mpixel camera controlled by VisiView software (GFP [488 nm], RFP [561 nm]). Images were analyzed using Fiji software.

### Metabolomics analysis

End-point analysis of metabolites using gas chromatography–mass spectrometry (GC–MS) was performed as previously described^42^. Briefly, ESCs were incubated with either 10 mM of d-glucose (cat # CLM-1396; U-^13^C_6_, 98%, Cambridge Isotope Laboratories) or 4 mM of l-glutamine (cat # CLM-1822; U-^13^C_5_, 98%, Cambridge Isotope Laboratories) or 10 mM of sodium pyruvate (cat # CLM-2440; U-^13^C_3_, 98%, Cambridge Isotope Laboratories) for 6 h. Subsequently, cells were washed with ice-cold saline, lysed with 50% methanol in water and quickly scraped followed by three freeze–thaw cycles in liquid nitrogen. The insoluble material was pelleted in a cooled centrifuge (4 °C) and the supernatant was collected for consequent GC–MS analysis. Samples were dried under air flow at 42 °C using a Techne Dry-Block Heater with sample concentrator (Bibby Scientific) and the dried samples were treated with 40 μl of a methoxyamine hydrochloride solution (20 mg/ml in pyridine) at 37 °C for 90 min while shaking followed by incubation with 70 μl N,O-bis (trimethylsilyl) trifluoroacetamide (Sigma) at 37 °C for an additional 30 min.

### Acetyl-CoA sample preparation and LC–MS/MS analysis

Acetyl-CoA was extracted as described previously^43^. Briefly, cold methanol (500 μl; −20 °C) was added to the cell pellets, ^13^C_2_-acetyl-CoA (5 μl of 500 ng/ml aqueous solution) was added as internal standard (Sigma-Aldrich), and the mixture was shaken for 30 s (10 °C, 2000 r.p.m., Thermomixer C, Eppendorf). Cold chloroform (500 μl; −20 °C) was added, the mixture was shaken for another 30 s, and then 200 μl of water (4 °C) was added. After the mixture was shaken for 30 s and left on ice for 10 min, it was centrifuged (21,000×*g*, 4 °C, 10 min). The upper layer was collected and evaporated. The dry residue was re-dissolved in eluent buffer (500 μl) and centrifuged (21,000×*g*, 4 °C, 10 min) before placing in LC–MS vials.

Acetyl CoA was analyzed as described previously^44^. Briefly, the LC–MS/MS instrument consisted of an Acquity I-class UPLC system and Xevo TQ-S triple quadrupole mass spectrometer (both Waters) equipped with an electrospray ion source. LC was performed using a 100 × 2.1-mm i.d., 1.7-μm UPLC Kinetex XB-C18 column (Phenomenex) with mobile phases A (10 mM ammonium acetate and 5 mM ammonium hydrocarbonate buffer, pH 7.0, adjusted with 10% acetic acid) and B (acetonitrile) at a flow rate of 0.3 ml min^–1^ and column temperature of 25 °C. The gradient was as follows: 0–5.5 min, linear increase 0–25% B, then 5.5–6.0 min, linear increase till 100% B, 6.0–7.0 min, hold at 100% B, 7.0–7.5 min, back to 0% B, and equilibration at 0% B for 2.5 min. Samples kept at 4 °C were automatically injected in a volume of 5 μl. Mass spectrometry was performed in positive ion mode, monitoring the MS/MS transitions *m*/*z* 810.02 → 428.04 and 810.02 → 303.13 for acetyl-CoA and 812.03 → 428.04 and 810.02 → 305.13 for ^13^C_2_-acetyl-CoA.

### Apoptosis analysis

Cells were stained with Annexin V detection kit (BD Biosciences) according to the manufacturer’s instructions, coupled with propidium iodide (PI; Sigma) staining and analyzed by flow cytometry.

### Statistical analysis

*P* values were calculated by using Student's *t*-test, unless otherwise specified, with GraphPad prism statistical software.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The authors declare that the main data supporting the findings of this study are available within the article and its Supplementary Information. Extra data are available from the corresponding author upon request. RNA-Seq analysis was deposited in National Center for Biotechnology Information (NCBI) at gene expression omnibus (GEO) under the accession number GSE122067.

# Supplementary material for: MTCH2-mediated mitochondrial fusion drives exit from naïve pluripotency in embryonic stem cells
**Source:** Nat Commun. 2018 Dec 3;9:5132. doi: 10.1038/s41467-018-07519-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

MTCH2-mediated mitochondrial fusion drives exit from naïve pluripotency in embryonic stem cells

Bahat et al.

Supplementary figures

Supplementary figure 1

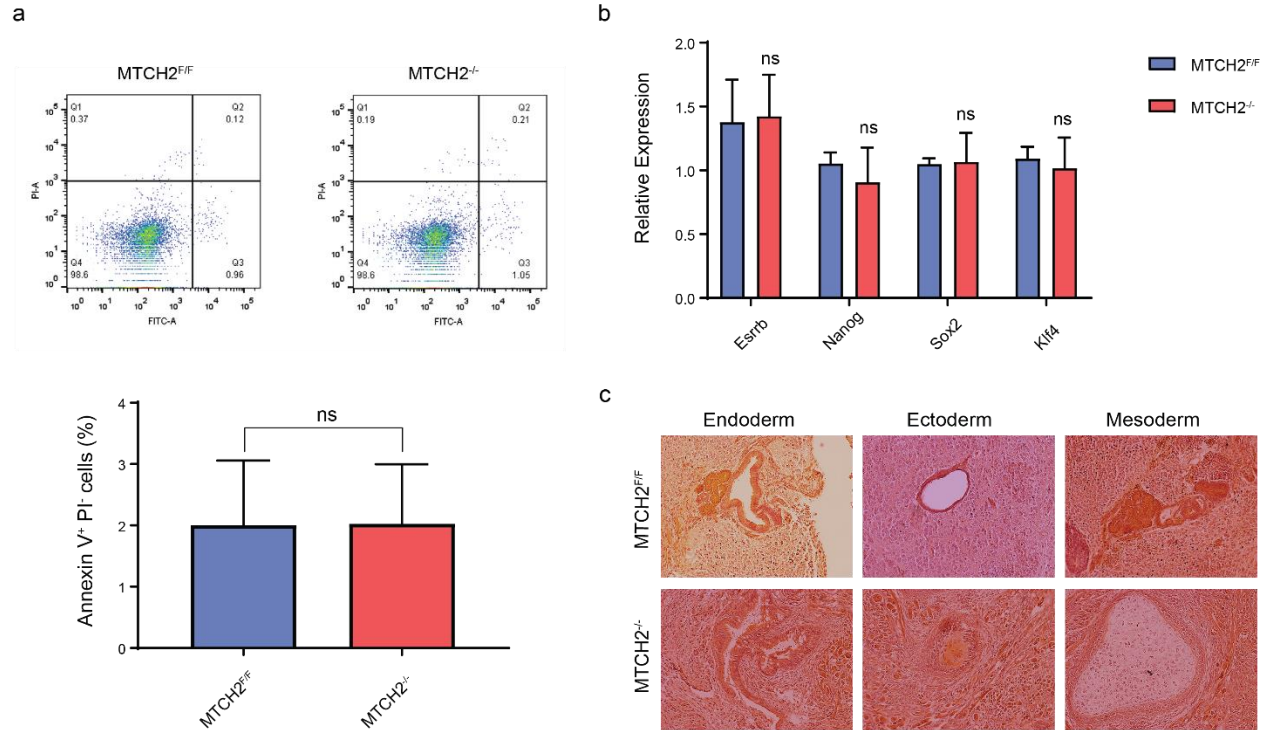

Supplementary figure 1. Loss of MTCH2 in ESCs does not impair naïve pluripotency.

(A) $MTCH2^{F/F}$ and $MTCH2^{-/-}$ ESCs show low and similar levels of apoptosis. The levels of apoptosis were assessed by FACS analysis using propidium iodide (PI) and annexin V (FITC) staining's (Upper panels). Results are presented as mean $\pm$ SD (n=3) (Lower panel). (B) $MTCH2^{-/-}$ ESCs maintain levels of core naïve pluripotency genes. $MTCH2^{F/F}$ and $MTCH2^{-/-}$ ESCs were analyzed for the levels of naïve pluripotency genes by qPCR. Results are presented as mean $\pm$ SD (n=3). (C) $MTCH2^{-/-}$ ESCs maintain the ability to differentiate *in vivo*. H&E staining of paraffin sections reveals characteristic three germ layer structures in the $MTCH2^{F/F}$ ESC-injected mice (Ciliated epithelia - endoderm, keratin - ectoderm and glandular structure - mesoderm) and in the $MTCH2^{-/-}$ ESC-injected mice (Goblet cells - endoderm, keratin - ectoderm, cartilage - mesoderm).

Supplementary figure 2

a

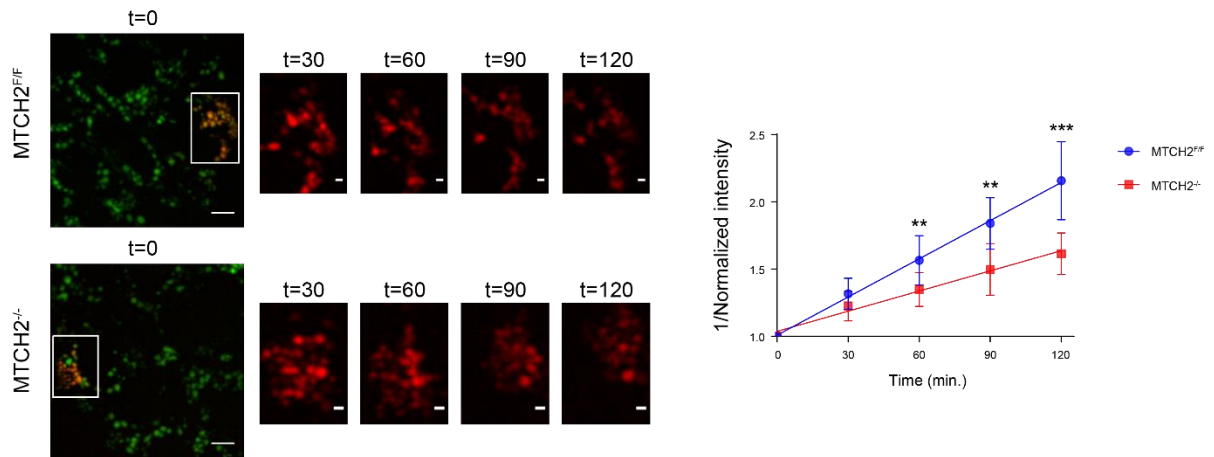

b

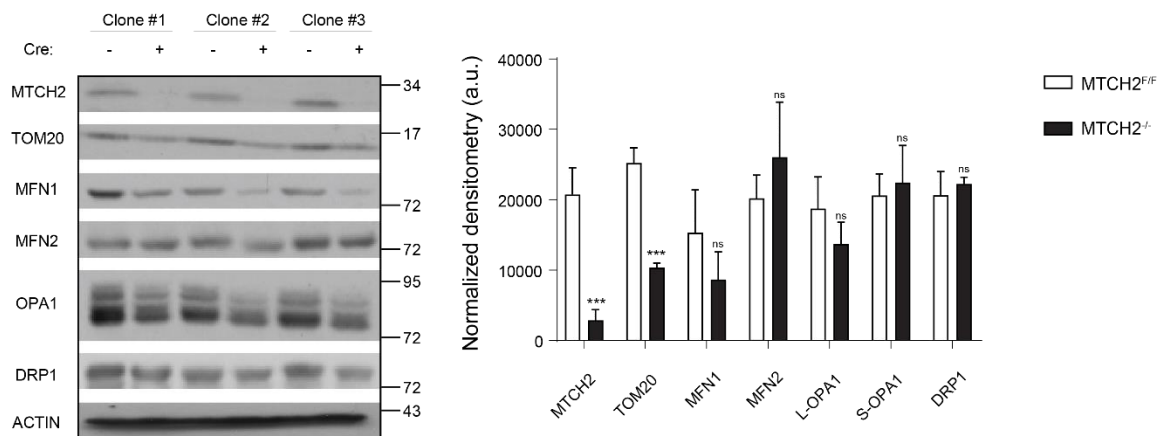

c

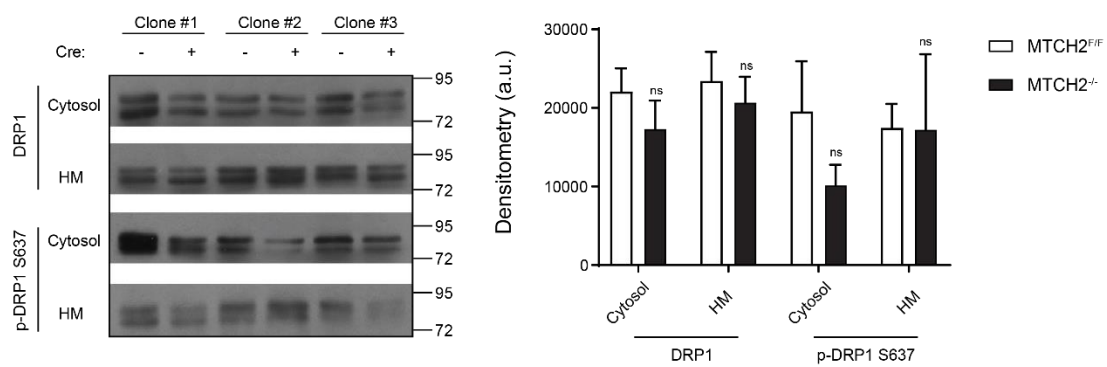

Supplementary figure 2. Loss of MTCH2 in ESCs decreases the rate of mitochondrial fusion.

(A) *MTCH2^{-/-}* ESC mitochondria possess a lower fusion rate. ESCs expressing a matrix targeted mito-dendra2 green fluorescent protein were laser-excited to photo-convert a subset of green

fluorescence mitochondria to red fluorescent mitochondria. Left and middle panels: mt-RFP fluorescence immediately after photoconversion ($t=0$; Insets in left panels, scale bar 5 μm) and 30, 60, 90 and 120 minutes after photoconversion (middle panels, scale bar 1 μm) in *MTCH2^{F/F}* and *MTCH2^{-/-}* ESCs (upper and lower panels, respectively). Right panel: quantification of mitochondrial fusion rate as 1/mt-RFP fluorescence within the initially photoconverted region throughout time. An average of three independent experiments is presented as mean $\pm$ SEM (** $p<0.01$, *** $p<0.001$; $n=10$). **(B)** Loss of MTCH2 does not alter the expression levels of the major mitochondrial dynamics regulators. Left panel: Western blot analysis of whole cell lysates prepared from three different *MTCH2^{F/F}* ESC clones (clone #1, #2, #3) either left untreated (-) or treated with Cre recombinant *in vitro* (+). Right panel: densitometry analysis of the protein bands presented in the left panel normalized to the levels of TOM20 and Actin, used as a loading control (the averages of the bands from three clones are presented). Note that MTCH2 knockout results in a decrease the levels of TOM20, which may indicate on a decrease in mitochondrial mass. Results are presented as mean $\pm$ SD (*** $p<0.001$; $n=3$). **(C)** Loss of MTCH2 does not alter the mitochondria/cytosolic levels of DRP1 and p-DRP1 S637. Left panel: Western blot analysis of heavy membrane (HM; mitochondria-enriched) and cytosolic fractions prepared from the three clones presented in (B). Right panel: densitometry analysis of the protein bands presented in the left panel (the averages of the bands from three clones are presented). Results are presented as mean $\pm$ SD ($n=3$).

Supplementary figure 3

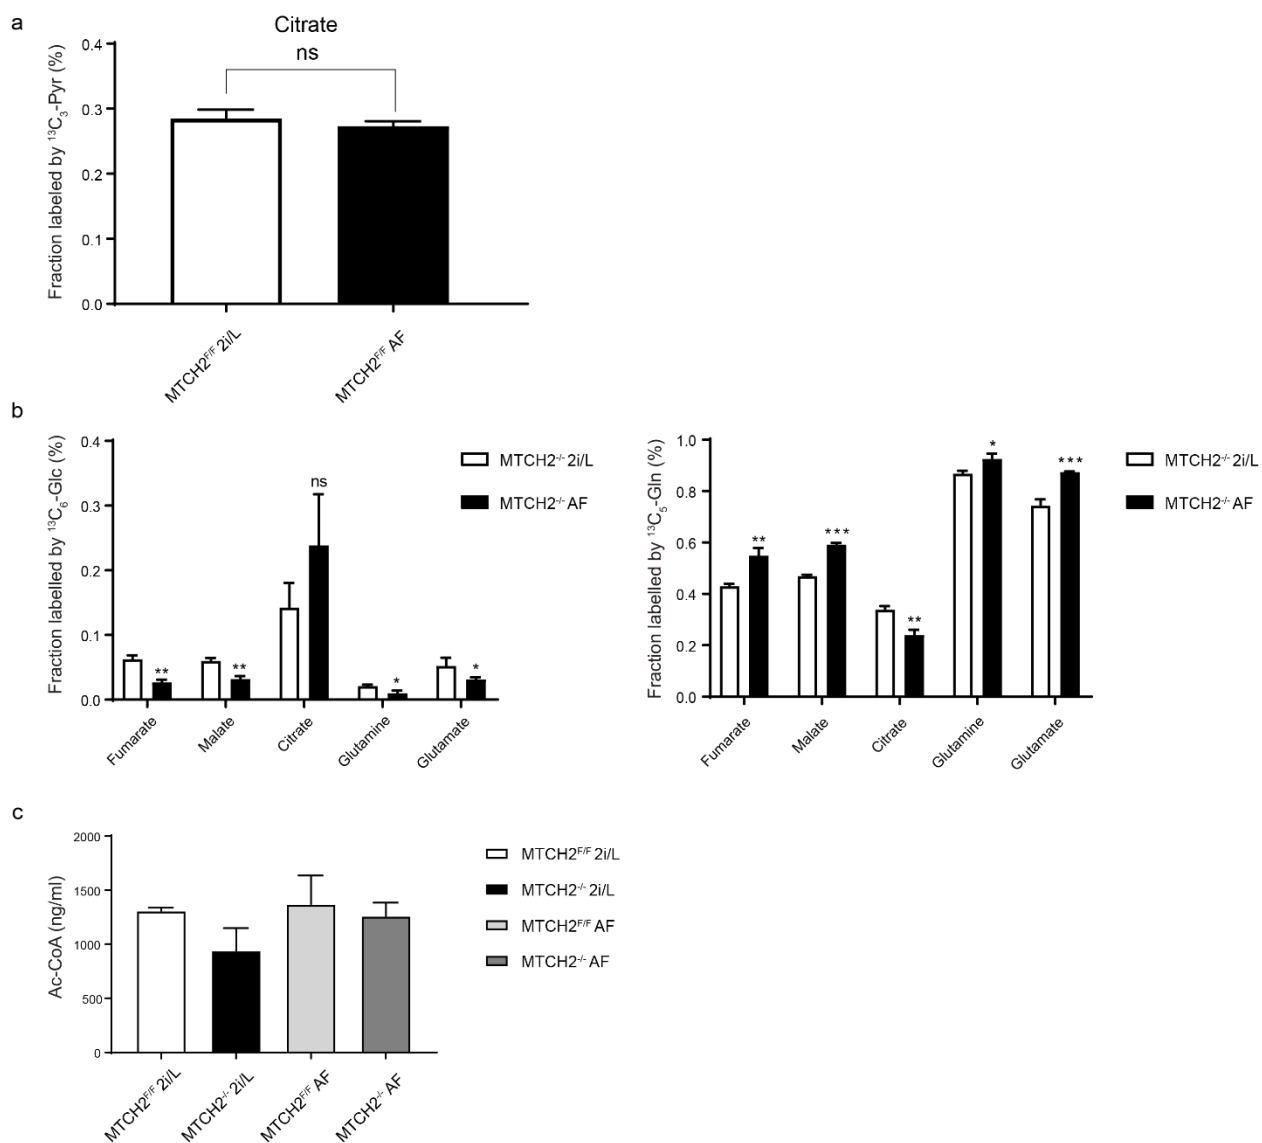

Supplementary figure 3. The effect of MTCH2 loss on several metabolic parameters.

(A) No difference in pyruvate oxidation after priming. The fraction of citrate labeled by $^{13}\text{C}_3$ -pyruvate (M+2) in *MTCH2^{F/F}* ESCs and EpiLCs are shown. Results are presented as mean $\pm$ SD (n=3). **(B)** Loss of MTCH2 dampens the metabolic shift in the naïve-to-primed transition. Mass isotope tracing of TCA cycle metabolites in *MTCH2^{-/-}* ESCs and EpiLCs. Labeled fractions for each metabolite derived from $^{13}\text{C}_6$ -glucose (^{13}C -glc; M+2 is shown; left panel) or derived from

$^{13}\text{C}_5$ -glutamine (^{13}C -gln; M+4 or M+5 are shown; right panel) are plotted, after 6 hours incubation with each ^{13}C labeled substrate separately. Percentages were calculated using the Metran software. Results are presented as mean $\pm$ SD (* p <0.05; ** p <0.01, *** p <0.001; n=3). (C) Loss of MTCH2 does not affect the cellular levels of Acetyl-CoA. The Ac-CoA levels in whole cell lysates prepared from *MTCH2*^{F/F} and *MTCH2*^{-/-} ESCs and EpiLCs are presented. No differences were detected between the samples using ANOVA statistical assay. Results are presented as mean $\pm$ SD (n=3).

Supplementary figure 4

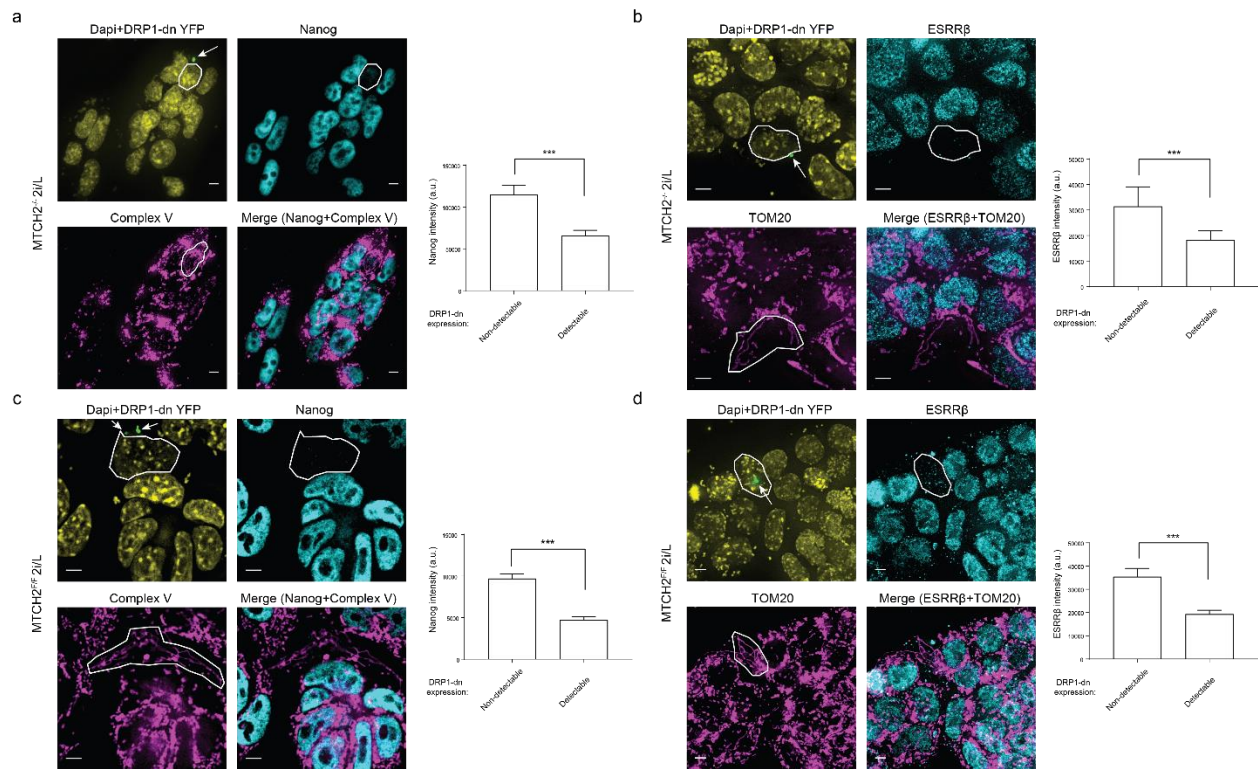

Supplementary figure 4. Mitochondrial elongation by a dominant negative DRP1 drives exit from naïve pluripotency.

(A) Expression of a dominant negative form of the pro-fission protein dynamin-related protein 1 (DRP1-dn YFP) in *MTCH2*^{-/-} ESCs induces mitochondria elongation and represses Nanog expression levels. Left panels: Representative IF images showing Nanog expression in *MTCH2*^{-/-} ESCs expressing DRP1-dn (Scale bar, 5 μ m). The cell expressing DRP1-dn YFP and repressing Nanog levels is marked by a white line. The white arrowhead mark YFP foci indicative of a cell expressing DRP1-dn YFP. Right panel: Average nuclear fluorescent intensity of Nanog in *MTCH2*^{-/-} ESCs with either detectable or non-detectable expression of DRP1-dn YFP. Results are presented as mean $\pm$ SEM (***) p <0.001; n=17 cells for each group). **(B)** Inducing mitochondrial elongation by expressing DRP1-dn in *MTCH2*^{-/-} ESCs represses ESRR β expression levels (Scale bar, 5 μ m). Left panels: Representative IF images showing ESRR β expression in *MTCH2*^{-/-} ESCs

expressing DRP1-dn. The cell expressing DRP1-dn YFP and repressing ESRR β levels is marked by a white line. The white arrowhead marks YFP foci indicative of a cell expressing DRP1-dn YFP. Right panel: Average nuclear fluorescent intensity of ESRR β in *MTCH2*^{-/-} ESCs with either detectable or non-detectable expression of DRP1-dn YFP. Results are presented as mean $\pm$ SEM (**p<0.001; n=13 cells for each group). (C) Expression of DRP1-dn YFP in *MTCH2*^{F/F} ESCs induces mitochondria elongation and represses nuclear Nanog expression levels. Left and right panels: As in (A). Results are presented as mean $\pm$ SEM (**p<0.001; n=13 cells for each group). (D) Inducing mitochondrial elongation by expressing DRP1-dn in *MTCH2*^{F/F} ESCs represses ESRR β expression levels. . Left and right panels: As in (B). Results are presented as mean $\pm$ SEM (**p<0.001; n=14 cells for each group).

Supplementary figure 5

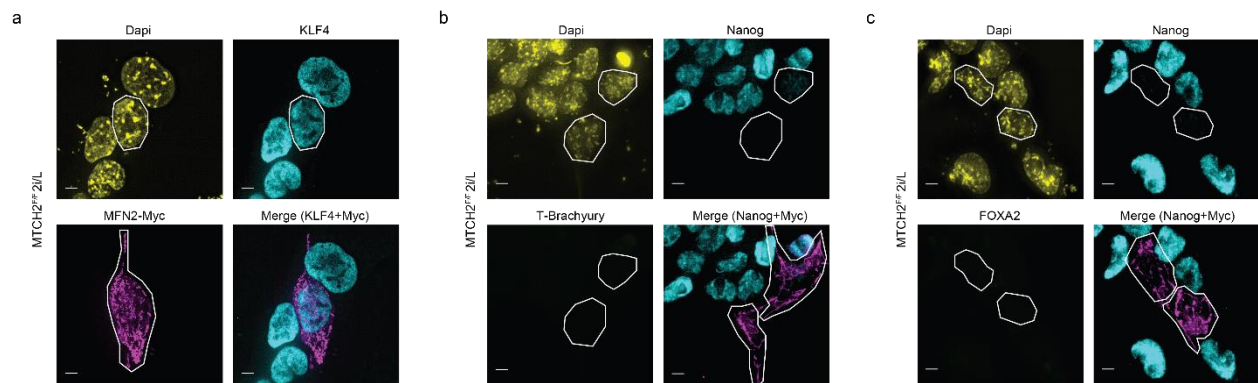

Supplementary figure 5. Enforced Mitochondrial elongation does not repress KLF4 or induce early differentiation markers.

(A) MFN2-Myc induces mitochondrial fusion but does not repress the expression of the naïve marker KLF4 in *MTCH2^{F/F}* ESCs. Representative IF images showing KLF4 expression in *MTCH2^{F/F}* ESCs expressing MFN2-Myc (Scale bar, 5 μ m). The cell expressing MFN2-Myc and not repressing KLF4 is marked with a white line. **(B)** MFN2-Myc induces mitochondrial fusion but does not induce the expression of T-brachyury. Representative IF images showing the lack of T-brachyury expression in *MTCH2^{F/F}* ESCs expressing MFN2-Myc and repressing Nanog expression (Scale bar, 5 μ m). The cells expressing MFN2-Myc and repressing Nanog expression but not expressing T-brachyury are marked with white lines. **(C)** MFN2-Myc induces mitochondrial fusion but does not induce the expression of FOXA2. Representative IF images showing the lack of FOXA2 expression in *MTCH2^{F/F}* ESCs expressing MFN2-Myc and repressing Nanog expression (Scale bar, 5 μ m). The cells expressing MFN2-Myc and repressing Nanog expression but not expressing FOXA2 are marked with white lines.

Supplementary figure 6

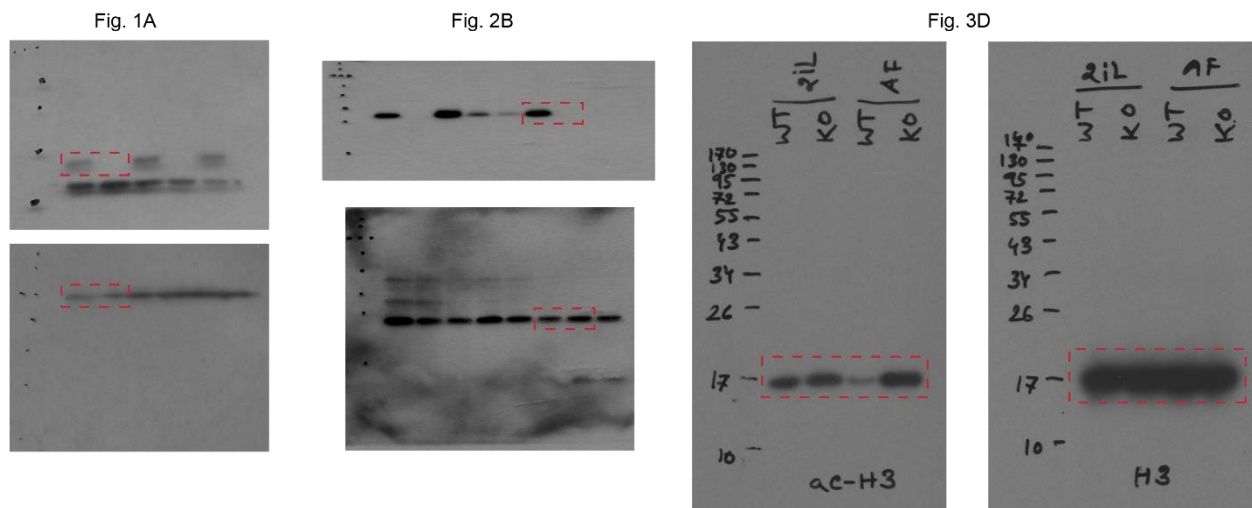

Supplementary figure 6. Full scans of Western blots shown in main text. Cropped areas are marked by red color.

How the deposited data were processed for this re-analysis (not part of the article)

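RNA was sequenced from *MTCH2* F/F ESCs, *MTCH2* F/F EpiLCs, *MTCH2*-/- ESCs and *MTCH2*-/- EpiLCs, with 3 libraries per group and 12 in all. The authors mapped the reads to GRCm38 with TopHat 2.0.10 and counted reads per gene with HTSeq. The deposited counts are whole numbers of reads per gene symbol, made by the authors with no normalization. The deposited normalized signal is the count divided by the DESeq2 size factor of its library, and factors computed here from the counts were equal to those the authors applied. The deposited log2 fold changes are between 2 groups, and the deposited p-values are adjusted; the authors made both with DESeq2, and the paper's text names no model, threshold or pairing term. Clustering and PCA in the paper are of DE genes, without a stated linkage, log base or threshold. The strand setting of the counting is not given in the sources used here, so counts of genes that overlap another gene can hold reads of both.

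All values given were computed from the deposited counts, and the deposited normalized values and fold changes served as a comparison only. At an adjusted p under 0.05 and a 2-fold change, the authors' deposited table holds 4751 genes for priming of *MTCH2* F/F cells, of which 4408 were also DE here, 1755 for priming of *MTCH2*-/- cells (1705 shared), 1517 for *MTCH2*-/- against *MTCH2* F/F ESCs (1457 shared) and 3458 for the EpiLCs (3239 shared), with the same sign for each shared gene.

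Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes that passed edgeR's filter on low counts were kept (17369 of 46477), libraries were scaled by TMM, and the 4 groups were fitted together without a term for the replicate number. Genes were tested with the robust quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested. Both standard errors and tests come from that fit, the standard error being the size of the log2 fold change divided by the square root of F. DE genes had an adjusted p under 0.05 and changed at least 2-fold. The 5 contrasts were priming in each genotype, genotype in each medium, and the difference between genotypes in the response to priming. Levels are TMM-normalized CPM (counts over the scaled library total). The smallest exact two-sided p for 3 libraries against 3 is 0.1. The slope of the *MTCH2*-/- on the *MTCH2* F/F response was fitted through 0 over the genes DE in *MTCH2* F/F cells, and other selections were run as alternatives. Principal components, distances and complete-linkage clustering used log2(CPM + 1), with a pseudocount of 1, over the 6488 genes DE in any comparison of 2 groups, centred and not scaled.

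The 26 lists held 648 genes, of which 600 were measured. They cover naïve, general, and formative and primed pluripotency, stem cell maintenance, germ layer differentiation, targets of FGF and ERK, of Wnt, and of Nodal and Activin, mitochondrial dynamics, mitochondrially encoded genes, the nuclear respiratory chain, mitochondrial DNA maintenance, glycolysis, the TCA cycle and glutamine use, histone acetylation, the integrated stress response, p53 targets, apoptosis, the cell cycle, cholesterol synthesis, germline genes, the 2-cell-like state, fibroblast feeder, primitive endoderm and trophoblast markers, and Y-linked genes. Some genes stand in more than one of them, and a member listed under another symbol than the deposited one counts as not measured. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, again with an estimated correlation, and adjusted over the lists within each contrast. Genes are named by a rule. It takes the genes the paper names and the paralog of *Mtch2*, and the 8 largest changes in each direction of each contrast among DE genes with a mean of at least 10 CPM, no overlap between the libraries compared and a symbol that is not that of a predicted gene. It also takes up to 4 members of each list with the largest changes. *Foxa2* was not tested, as its counts were below the filter. Positions are from the GENCODE vM21 annotation of GRCm38, which is not the annotation the authors used, and 269 of 271 named genes have a position there.

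The labels number the samples of each group, and those numbers pair the samples. After group means were removed, each of the 12 pairs of libraries with the same number, between groups that are compared, correlated by more than 0.1 across genes (0.147 to 0.574), and the highest correlation between different numbers was −0.01. Between groups that are not compared (groups that differ in both genotype and medium), the correlation was 0.1005 to 0.222 for the same number and at most 0.0443 for different numbers. Deviations from a group mean cancel out within the group, so positive values for the same number force the others down on average. The low values for different numbers are therefore no separate evidence of pairing. Because libraries with the same number correlated, the replicate number was run as a replicate block. Alternatives were RLE scaling, the Wald test of DESeq2 1.42.0, no filter and a stricter filter on low counts, the replicate block, other fold minimums, leaving out mitochondrially encoded genes, fitting only the libraries compared, leaving out each library, and other genes, scales, distances and linkages for the PCA and clustering. Leaving out all libraries with the same number, and a correction for GC content and transcript length, were chosen after seeing the data.

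The tests were tried on simulated data. With 200 genes changed by 1.5-, 2- or 4-fold in the libraries of the ESCs, edgeR called 52.2%, 76.1% and 95.5% of them, and 5.7% of its calls were false. DESeq2 called 55.2%, 71.6% and 93.9%, and 13.0% of its calls were false. Unlike the data, these simulated libraries had no effect of the replicate number, few changed genes, and as many raised as lowered. The shares of false calls therefore do not carry over to the calls made here. A simulated slope of 0.5 was estimated as 0.490 over genes DE in *MTCH2* F/F cells, and 35.8% of the genes simulated with a difference between genotypes were called. Over genes DE in *MTCH2*-/- cells the same slope was estimated as 0.518, and over all genes as 0.486. Each library held at least 17453328 counts. Between libraries of a group, the squared difference of counts, over genes with at least 20, was 3.43 to 14.8 times that of counting error alone, so the standard errors come from the spread between libraries. Measurements of the paper made by qPCR, Western blot or microscopy are not analysed here. Figures were drawn with matplotlib 3.10.9.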

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

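The tests chosen only after the result was seen are the 4 scalings of the mitochondrially encoded genes, the comparison of each gene's rise with that of the collagens, the correction for GC content and transcript length, and the splits that reassign the ESC and EpiLC libraries of a replicate number together.

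The response to priming differed between genotypes for 2501 genes, by a test of the difference itself. Of naïve pluripotency genes, 20 had a more positive response in *MTCH2*-/- cells. Of formative and primed genes, 17 had a less positive response there. For each comparison of 2 groups, 10 splits of the same libraries are too few for a share under 0.05. The real split, alone in 1 of 10, gave 4748 DE genes for priming of *MTCH2* F/F cells and 2077 for priming of *MTCH2*-/- cells. It gave 1908 between the ESCs and 3647 between the EpiLCs, and the highest of the other splits gave 0 in each. Every other split puts libraries of both groups in each part, which widens the spread within the parts. A low number was therefore all but set in advance there, and it says little about chance. For the difference between genotypes, 8 of 100 draws of genotype within each medium, the real one included, gave as many genes, so these draws do not exclude chance, and the highest of the others gave 5539. Those draws reassigned more libraries in one medium than in the other, by 2 (6 of 12 draws as large, up to 3656 genes) or by 3 (5539 genes), which points to a structure of the samples, since they turn a difference between groups into a difference in response. The 39 other draws that reassigned as many libraries in both media gave at most 0 genes. They too mix both genotypes within each group, so that number says little about chance. With the ESC and EpiLC libraries of a replicate number reassigned together, 10 splits are again too few for a share under 0.05. The real split gave 2501 genes and the highest other, which mixes genotypes in the same way, gave 0.

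A smaller response could come from a mixture of fully primed and unprimed cells in the *MTCH2*-/- EpiLCs. Had fully primed *MTCH2*-/- cells shifted as *MTCH2* F/F cells did, a mixture would give equal primed shares from rising and falling genes. The medians were not equal, at 0.328 and 0.511, a difference of −0.183 (SD over replicate numbers 0.0697, at −0.214, −0.239 and −0.108). That shift cannot be assumed, as 1908 genes already differed between the ESCs and the fully primed level of *MTCH2*-/- cells is not known. The test therefore cannot decide on a mixture. Lower depth of the *MTCH2*-/- libraries was not tested by thinning all libraries to 17453328 counts (slope of the *MTCH2*-/- on the *MTCH2* F/F response 0.422), since their median totals were not the lower ones, at 21481390 against 20813738 in ESCs and 20235463 against 18353368 in EpiLCs. A mixture and a smaller response of each cell, with genes affected unequally, both stay open. So does an effect of Cre treatment, which the design confounds with the deletion.

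Between the ESCs 1908 genes were DE. Fibroblast feeder cells carried over with the Cre treatment might contribute, as the test set for them beforehand was met, in that 3 of 3 abundant collagens, *Col1a1*, *Col1a2* and *Col3a1*, were higher in *MTCH2*-/- ESCs, together by 10.5 CPM. They are argued against as the whole cause, since 314 DE genes rose by more than these 3 together and 334 fell, while a small share of such cells stays open. GC content and gene length are argued against as the whole cause by the size of their trends, since the correction moved values by a median of 0.0391 and at most 0.255 on the log2 scale, where DE genes differ by at least 1. After so small a correction, the number of DE genes was 0.965 of that without it (1842 genes, 1773 of them DE in both), and 0.969 with the replicate block.

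The median log2 fold change of the 7 mitochondrially encoded genes measured was −1.92 in *MTCH2*-/- against *MTCH2* F/F ESCs, a signal in RNA that the paper does not report on. Scaling is argued against as the cause, because the median was −1.94 with RLE, −1.87 with library totals and, at its highest, −1.60 (SD over replicate numbers 0.0497) when scaled to nuclear respiratory chain genes. A joint fall of the RNA for all 3 genes of the mitochondrial transcription machinery was not seen. Of these, 2 were lower by edgeR's test (*Tfam* by −0.18, adjusted p = 0.0194, and *Tfb2m* by −0.49, adjusted p = 0.0278) and *Polrmt* was at 0.01 (adjusted p = 0.914). A contribution of lower *Tfam* or *Tfb2m* RNA was not tested and stays open. The call for *Tfb2m* was lost without replicate 2 (0.0528) or 3 (0.0868) of the *MTCH2* F/F ESCs or replicate 1 (0.0869) or 2 (0.0732) of the *MTCH2*-/- ESCs, over a range of 0.0181 to 0.0869. A lower number of mitochondrial DNA copies, which the paper reports for ESCs (Fig. 2g), could account for the pattern and was not tested here.

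*Gpnmb*, a gene the paper does not discuss, was higher in *MTCH2*-/- ESCs by a log2 fold change of 5.69. All 13 measured genes of the 2-cell-like state were higher in *MTCH2*-/- than in *MTCH2* F/F EpiLCs. Of 22 p53 targets, 16 were higher in *MTCH2*-/- ESCs.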

How the results depend on the processing

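The alternatives chosen after seeing the data are leaving out all 4 libraries with the same replicate number, and the correction for GC content and transcript length (1842 DE genes between the ESCs, and 1886 with a replicate block). Counts of DE genes are given in the order priming of *MTCH2* F/F cells, priming of *MTCH2*-/- cells, ESCs, EpiLCs and the difference in response. A stricter filter gave 2350, 881, 669, 1540 and 1233, where fewer genes were tested. No fold minimum gave 11119, 7333, 7598, 10859 and 6079, and a log2 fold change of at least 2 gave 2136, 576, 558, 1234 and 940. With RLE, DESeq2, no filter, a replicate block, or mitochondrially encoded genes left out, each count stayed within 1.5 times its main value, as did the 4 counts between groups with only the libraries compared. Without a library, or a replicate number, counts ranged from 4492 to 4918, 1796 to 2146, 1578 to 2134, 3467 to 3894 and 1938 to 2555. The slope was 0.4062 with DESeq2, 0.4415 with the stricter filter, 0.5381 over genes DE in *MTCH2*-/- cells, 0.4487 by total least squares, and 0.4 to 0.4292 without a library or number. The first component held 0.6306 of the variance over all genes tested, 0.7912 over the 500 most variable, 0.7772 over genes that differed in response, 0.5637 with unit variance, 0.6321 with log2 DESeq2 counts, and 0.6376 to 0.7154 without a library or number. The next held 0.1597, 0.1535 and 0.2745 over the 500 genes, the genes that differed and with unit variance, and 0.2031 to 0.2668 without a library or number. For *MTCH2*-/- ESCs, the distance to *MTCH2* F/F ESCs minus that to *MTCH2*-/- EpiLCs was −0.5665 over the 500 genes, −0.0211 by Pearson correlation, −0.1469 to −0.0287 without a library or number, and reversed to 0.0082 with unit variance. For *MTCH2*-/- EpiLCs, the distance to *MTCH2* F/F EpiLCs minus that to *MTCH2*-/- ESCs was 0.1619 over all genes, 0.192 over the 500, 0.3874 over genes that differed, 0.404 with unit variance, 0.3914 with DESeq2 counts, 0.2786 with the variance-stabilizing transformation, 0.0383 by Pearson correlation and 0.2016 to 0.2551 without a library or number. With an estimated correlation, 52 list tests lost their call and 78 stayed on their side of the threshold. Every list called between genotypes in ESCs or in EpiLCs lost its call, and so did naïve genes (0.479 and 0.661 for priming in each genotype, 0.407 for the difference), formative and primed genes (0.0561 for priming of *MTCH2* F/F cells, 0.111 for the difference) and stem cell maintenance (0.449 for the difference). The test of stem cell maintenance for priming of *MTCH2*-/- cells (0.0801) ranged from 0.0371 (without replicate 2 of the *MTCH2*-/- ESCs, where it passed) to 0.174 without a library. Single genes reversed where the change did not pass. *Esrrb* between the ESCs was at −0.0157 with RLE, −0.0175 with DESeq2 and −0.0852 to 0.0286 without a library. *Dnm1l* for priming of *MTCH2*-/- cells was at 0.0007 with DESeq2 and −0.0492 to 0.016 without a library. In the same way *Mtch2* (−0.1138 to 0.1583) and *Sox2* (−0.0093 to 0.13) ranged for that priming, *Mfn2* for the EpiLCs (−0.0872 to 0.0397), and *Tomm20* for the ESCs (−0.0219 to 0.1721), the EpiLCs (−0.0932 to 0.0803) and the difference (−0.1857 to 0.0096). *Nanog* between the ESCs (−0.45, adjusted p = 0.0533) passed with RLE (0.0456) and without replicate 2 (0.00779) or 3 (0.00306) of the *MTCH2* F/F EpiLCs, over a range of 0.00306 to 0.192. In the authors' deposited DESeq2 comparison it was at −0.47, with an adjusted p of 3.53e-06. Over the named genes and contrasts, leaving out a library kept the direction and the side of the threshold in 6954 cases, lost the call in 181 and gained it in 12, DESeq2 in 586, 8 and 1, and RLE in 592, 3 and 1. Apart from the stricter filter, the fold minimums and the libraries left out, the cause of these changes was not tested. With the replicate number as a replicate block, 852 of 868 results stayed as they were. Those that did not are tests of the 2-cell-like and cell cycle lists for priming of *MTCH2* F/F cells (0.0432 each), of germline genes for priming of *MTCH2*-/- cells (0.032), of fibroblast markers and stem cell maintenance in ESCs (0.0432 each), counts of members of 4 lists (5 and 8 targets of Nodal and Activin, 4 genes of the 2-cell-like state, 13 of the cell cycle, 1 to 3 Y-linked genes), and the calls for *Esrrb* (0.0514) and *Mfn2* (0.0431). The replicate block changed no other call of a list or a named gene, and gave 4798, 2133, 1946, 3689 and 2684 DE genes. With all libraries thinned to 17453328 counts, 4561, 2007, 1812, 3480 and 2398 genes were DE, which is what the lowest depth among the libraries would leave.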

Differences from the paper's values

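The shares of variance read by eye from Fig. 3e are about 0.63 and about 0.25 for the first 2 components, and those found here, 0.678 and 0.236, are within 1.5 times of them. Nearest to both taken together were the shares over all genes tested (0.631 and 0.251) and on log2 of DESeq2 normalized counts (0.632 and 0.246). The paper states no threshold for its DE genes.

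The paper states that *MTCH2*-/- ESCs and EpiLCs group with each other and apart from *MTCH2* F/F cells in the hierarchical clustering. Here 140 of 144 clusterings, over the settings run and each with every linkage and distance tried, joined the ESCs of both genotypes first, and 4 joined *MTCH2*-/- ESCs with *MTCH2*-/- EpiLCs. Of the 144, 90 repeat the main choice of genes and scale with libraries left out, and the 4 are among the other 54. Those 4, all with Euclidean distance, were complete linkage over all genes tested, complete and Ward linkage with each gene scaled to unit variance, and complete linkage on log2 of DESeq2 normalized counts (with complete linkage and Euclidean distance, 3 of 9 settings of genes or scale), so that both settings nearest to the paper's shares of variance joined *MTCH2*-/- ESCs with *MTCH2*-/- EpiLCs with that linkage and distance. They are each made of settings chosen before the data were examined, while the clusterings without all libraries of a replicate number were chosen after seeing the data. The distance between group means per gene was 0.696 from *MTCH2*-/- to *MTCH2* F/F ESCs and 0.789 from *MTCH2*-/- ESCs to *MTCH2*-/- EpiLCs, a difference of −0.0927 (SD 0.0994), at −0.0028, −0.196 and −0.0591 by replicate number. The nearest other group was *MTCH2* F/F ESCs for 3 of 3 *MTCH2*-/- ESC libraries. In accord with the paper's statement, 3 of 3 *MTCH2*-/- EpiLC libraries had *MTCH2*-/- ESCs as their nearest other group, and *MTCH2*-/- EpiLCs lay 0.227 nearer to these than to *MTCH2* F/F EpiLCs. The next component parted the genotypes, and *MTCH2* F/F ESCs and EpiLCs lay farther apart (1.44) than the groups of *MTCH2*-/- cells. On another point, the paper reports by qPCR that core naïve markers have normal transcript levels in *MTCH2*-/- ESCs. Of 22 naïve genes measured here by RNA-Seq, 8 were lower in these ESCs, 2 of them at least 2-fold, and 14 did not pass.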

Other observations

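All 7 mitochondrially encoded genes measured were lower in *MTCH2*-/- than in *MTCH2* F/F cells, and most nuclear genes of the respiratory chain were lower with them. The test by other scalings of the mitochondrially encoded genes was chosen only after the result was seen, and the list of MiT/TFE targets was written after *Gpnmb* and *Bhlhe41* were seen to be high, before its own test was run. The mitochondrially encoded genes had medians of −1.92 in ESCs (7 lower when adjusted over the list alone; camera adjusted p = 3.30e-11, and adjusted p = 0.153 with an estimated correlation) and −1.44 in EpiLCs (7 lower when adjusted over the list alone; camera adjusted p = 1.61e-06, and adjusted p = 0.274 with an estimated correlation). With RLE, library totals and scaling to nuclear respiratory chain genes the EpiLC median was −1.45, −1.37 and −1.10. Of 76 nuclear respiratory chain genes, 53 were lower and 1 higher in ESCs (54 and 1 when adjusted over the list alone; camera adjusted p = 2.99e-11, and adjusted p = 0.291 with an estimated correlation), and 55 were lower in EpiLCs (57 lower and 1 higher when adjusted over the list alone; camera adjusted p = 1.29e-08, and adjusted p = 0.388 with an estimated correlation). The median log2 fold change of this list was −0.27 in ESCs and −0.31 in EpiLCs, with 1 member lower by at least 2-fold in each. In ESCs that member was *Uqcrh*, a subunit of complex III. It fell from 98.7 ± 3.79 CPM in *MTCH2* F/F to 46.6 ± 0.894 CPM in *MTCH2*-/- ESCs (mean ± SD, n = 3 each). Of 22 genes of glycolysis, 13 were lower and 2 higher in ESCs (14 and 2 when adjusted over the list alone; camera adjusted p = 1.52e-05, and adjusted p = 0.183 with an estimated correlation) and 15 lower and 3 higher in EpiLCs (15 and 3 when adjusted over the list alone; camera adjusted p = 1.44e-04, and adjusted p = 0.274 with an estimated correlation). *Ldha*, which makes lactate from pyruvate, stood at 251 ± 26.1 and 895 ± 139 CPM in *MTCH2* F/F ESCs and EpiLCs and at 100.0 ± 15.0 and 120 ± 18.9 CPM in *MTCH2*-/- ESCs and EpiLCs (n = 3 each). Of 36 genes of the TCA cycle and glutamine use, 17 were lower and 5 higher in ESCs (18 and 5 when adjusted over the list alone; camera adjusted p = 0.00548, and adjusted p = 0.442 with an estimated correlation) and 23 lower and 6 higher in EpiLCs (23 and 6 when adjusted over the list alone; camera adjusted p = 0.00389, and adjusted p = 0.43 with an estimated correlation). Of 28 genes of mitochondrial dynamics, 7 were higher and 7 lower in ESCs (7 and 7 when adjusted over the list alone; camera adjusted p = 0.755) and 9 higher and 10 lower in EpiLCs (9 and 10 when adjusted over the list alone; camera adjusted p = 0.669). Without replicate 2 or 3 of the *MTCH2* F/F ESCs, 8 members passed in ESCs. *Mfn1*, a mitofusin of the outer membrane, stood at 237 ± 5.81 CPM in *MTCH2* F/F and 159 ± 11.2 CPM in *MTCH2*-/- ESCs (n = 3 each; log2 fold change −0.57, adjusted p = 1.17e-05), and its paralog *Mfn2* had a log2 fold change of 0.23 (adjusted p = 0.0163), a call lost without replicate 1 (0.0648), 2 (0.0781) or 3 (0.0642) of the *MTCH2* F/F ESCs, over a range of 0.0088 to 0.0781. *Dnm1l*, the GTPase of mitochondrial fission, fell by 0.22 in ESCs (adjusted p = 0.00553) and by 0.33 in EpiLCs (adjusted p = 1.28e-04) on the log2 scale. Of 22 genes of mitochondrial DNA maintenance, 8 were lower and 3 higher in ESCs (8 and 3 when adjusted over the list alone; camera adjusted p = 0.259) and 8 lower and 5 higher in EpiLCs (8 and 5 when adjusted over the list alone; camera adjusted p = 0.447). Of 29 genes of histone acetylation, 10 were higher and 5 lower in ESCs (10 and 5 when adjusted over the list alone; camera adjusted p = 0.672) and 14 higher and 7 lower in EpiLCs (14 and 7 when adjusted over the list alone; camera adjusted p = 0.161), among them the acetyltransferase *Kat6b* (log2 fold change 1.05, adjusted p = 6.46e-09). Of 23 genes of cholesterol synthesis, 19 rose and 2 fell on priming of *MTCH2* F/F cells (19 and 2 when adjusted over the list alone; camera adjusted p = 0.00357, and adjusted p = 0.745 with an estimated correlation), and 7 were lower and 2 higher in *MTCH2*-/- than in *MTCH2* F/F EpiLCs (7 and 2 when adjusted over the list alone; camera adjusted p = 0.0351, and adjusted p = 0.706 with an estimated correlation). The camera call in EpiLCs was lost without replicate 1 (0.0711) or 2 (0.0608) of the *MTCH2* F/F EpiLCs or replicate 1 of the *MTCH2*-/- EpiLCs (0.219), over a range of 0.00623 to 0.219.

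Most genes of the integrated stress response and most p53 targets were higher, and most cell cycle genes lower, in *MTCH2*-/- ESCs. Of 27 genes of the integrated stress response, 15 were higher and 1 lower in ESCs (18 and 1 when adjusted over the list alone; camera adjusted p = 8.83e-07, and adjusted p = 0.274 with an estimated correlation) and 12 higher and 8 lower in EpiLCs (13 and 8 when adjusted over the list alone; camera adjusted p = 0.262). *Atf3*, a stress-induced transcription factor, rose from 6.99 ± 0.690 to 33.8 ± 2.95 CPM in ESCs (n = 3 each), and *Ddit3*, which encodes CHOP, from 30.7 ± 2.71 to 90.7 ± 9.61 CPM (n = 3 each). Of 22 p53 targets, 16 were higher and 1 lower in ESCs (16 and 1 when adjusted over the list alone; camera adjusted p = 8.83e-07, and adjusted p = 0.209 with an estimated correlation) and 16 higher and 3 lower in EpiLCs (17 and 3 when adjusted over the list alone; camera adjusted p = 5.53e-04, and adjusted p = 0.374 with an estimated correlation). *Mdm2*, the ubiquitin ligase that limits p53, rose from 260.1 ± 15.0 to 630.4 ± 68.4 CPM in ESCs (n = 3 each). Of 21 genes of apoptosis, 7 were higher and 3 lower in ESCs (7 and 3 when adjusted over the list alone; camera adjusted p = 0.729), with a median of −0.08 although the camera test pointed up, and 6 were higher and 12 lower in EpiLCs (6 and 12 when adjusted over the list alone; camera adjusted p = 0.234). Of 32 cell cycle genes, 22 were lower and 3 higher in ESCs (22 and 3 when adjusted over the list alone; camera adjusted p = 4.19e-06, and adjusted p = 0.257 with an estimated correlation) and 25 lower and 3 higher in EpiLCs (25 and 3 when adjusted over the list alone; camera adjusted p = 1.44e-04, and adjusted p = 0.374 with an estimated correlation). The median log2 fold change of the cell cycle list was −0.36 in ESCs, with 1 member lower by at least 2-fold. That member was *Ccne1*, a cyclin of entry into S phase, which fell from 82.3 ± 6.51 to 37.7 ± 8.32 CPM in ESCs (n = 3 each). Of 17 germline genes, 12 were higher in ESCs (14 when adjusted over the list alone; camera adjusted p = 3.92e-04, and adjusted p = 0.391 with an estimated correlation) and 12 higher and 1 lower in EpiLCs (12 and 2 when adjusted over the list alone; camera adjusted p = 0.0152, and adjusted p = 0.57 with an estimated correlation), among them *Dazl*, an RNA-binding protein of germ cells (log2 fold change in ESCs 0.80, adjusted p = 0.00882). Of 13 genes of the 2-cell-like state, 13 were higher in EpiLCs (13 when adjusted over the list alone; camera adjusted p = 5.35e-05, and adjusted p = 0.374 with an estimated correlation) and 2 in ESCs (1 when adjusted over the list alone; camera adjusted p = 0.0389, and adjusted p = 0.535 with an estimated correlation). With the replicate number as a replicate block, 4 were higher in ESCs. In ESCs the camera call was lost without replicate 2 of the *MTCH2*-/- ESCs (0.0984, over a range of 0.00453 to 0.0984), and 1 member was higher without replicate 1 or without replicate 2 of these. Their levels are low, with *Zscan4d* at 1.65 ± 0.540 CPM in *MTCH2*-/- ESCs (n = 3). Of 5 Y-linked genes, 0 passed edgeR's test in any of the 5 contrasts, 0 had an unadjusted p under 0.05, and DESeq2 called 1 between the EpiLCs. With the replicate number as a replicate block, 2 fell on priming of *MTCH2* F/F cells and 1 rose on priming of *MTCH2*-/- cells, 2 were higher in *MTCH2*-/- ESCs and 3 in *MTCH2*-/- EpiLCs, and 1 had a positive difference in response. Libraries of a group differed widely in them, with *Ddx3y* at 54.9 ± 41.8 CPM in *MTCH2* F/F ESCs (n = 3).

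The height of *Gpnmb* and *Bhlhe41* may come from activity of the MiT/TFE transcription factors of lysosomal genes. Of 31 of their listed targets measured, written without *Gpnmb* and *Bhlhe41*, 23 were higher in *MTCH2*-/- ESCs (24 when adjusted over the list alone; camera p = 1.32e-09, and p = 0.142 with an estimated correlation), and 25 were higher and 1 lower in EpiLCs (25 and 1 when adjusted over the list alone; camera p = 3.90e-08, and p = 0.178 with an estimated correlation). Among them *Flcn*, a regulator of these factors, rose from 93.4 ± 4.93 to 231 ± 41.8 CPM in ESCs (n = 3 each). *Trpm1*, also left out of the list, had a log2 fold change of 0.47 in ESCs (adjusted p = 0.226 by edgeR's test) and 6.31 in EpiLCs. RNA of the factors themselves was not higher in ESCs, with *Tfe3* at −0.24, *Mitf* at −0.26 and *Tfeb* at 0.002. In EpiLCs *Mitf* (2.03) and *Tfeb* (1.57) were higher and *Tfe3* lower (−0.39). The prediction asked for a pass with both correlations, so the hypothesis stays open.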
